# Transcriptome analysis and immune gene expression of channel catfish (*Ictalurus punctatus*) fed diets with inclusion of frass from black soldier fly larvae

**DOI:** 10.3389/fphys.2023.1330368

**Published:** 2024-01-09

**Authors:** Nithin Muliya Sankappa, Miles D. Lange, Mediha Yildirim-Aksoy, Rashida Eljack, Huseyin Kucuktas, Benjamin H. Beck, Jason W. Abernathy

**Keywords:** channel catfish, frass, alternative diets, feed additives, RNA-seq, innate immunity, adaptive immunity, metabolism

## Abstract

The larval waste, exoskeleton shedding, and leftover feed components of the black soldier fly and its larvae make up the by-product known as frass. In this study, we subjected channel catfish (*Ictalurus punctatus*) to a 10-week feeding trial to assess how different dietary amounts of frass inclusion would affect both systemic and mucosal tissue gene expression, especially in regard to growth and immune-related genes. Fish were divided in quadruplicate aquaria, and five experimental diets comprising 0, 50, 100, 200, and 300 g of frass per kilogram of feed were fed twice daily. At the end of the trial, liver, head kidney, gill, and intestine samples were collected for gene expression analyses. First, liver and intestine samples from fish fed with a no frass inclusion diet (control), low-frass (50 g/kg) inclusion diet, or a high-frass (300 g/kg) inclusion diet were subjected to Illumina RNA sequencing to determine global differential gene expression among diet groups. Differentially expressed genes (DEGs) included the upregulation of growth-related genes such as glucose-6-phosphatase and myostatin, as well as innate immune receptors and effector molecules such as toll-like receptor 5, apolipoprotein A1, C-type lectin, and lysozyme. Based on the initial screenings of low/high frass using RNA sequencing, a more thorough evaluation of immune gene expression of all tissues sampled, and all levels of frass inclusion, was further conducted. Using targeted quantitative PCR panels for both innate and adaptive immune genes from channel catfish, differential expression of genes was identified, which included innate receptors (TLR1, TLR5, TLR9, and TLR20A), proinflammatory cytokines (IL-1β type a, IL-1β type b, IL-17, IFN-γ, and TNFα), chemokines (CFC3 and CFD), and hepcidin in both systemic (liver and head kidney) and mucosal (gill and intestine) tissues. Overall, frass from black soldier fly larvae inclusion in formulated diets was found to alter global gene expression and activate innate and adaptive immunity in channel catfish, which has the potential to support disease resistance in this species in addition to demonstrated growth benefits.

## 1 Introduction

The aquaculture sector has to become more sustainable and globally competitive through the advancement of knowledge on fish nutritional requirements and through the continuous search for sustainable raw materials that can solve strategic problems in fish nutrition (Yildirim-Aksoy et al., 2020a; Yildirim-Aksoy et al., 2020b; Mohan et al., 2022). During the last few decades, significant efforts have been made toward the development of less expensive and more sustainable alternative protein and lipid sources with respect to fish meal (FM) and fish oil (FO), without compromising fish welfare and the overall nutritional value of its diet (Belghit et al., 2019; Fawole et al., 2021; Weththasinghe et al., 2021; Zarantoniello et al., 2022). Plant-derived ingredients, microalgae and microbial biomass, terrestrial animal by-products, and insects have been utilized as an alternative for FM and FO (Zarantoniello et al., 2019; Mohan et al., 2022). Insects as alternative feed ingredients for aquafeed formulations have been previously investigated in herbivorous/omnivorous fish and are considered one of the most promising cost-effective, sustainable, and alternative ingredients to replace FM and FO in fish diets. In fact, besides their presence in the natural diet of both freshwater and marine fish species, insects are characterized as having a proper nutritional profile (especially in terms of amino acids, vitamins, and minerals) for fish and being environmentally friendly in aquaculture (low energy and water consumption, and no arable lands are required) (Nyakeri et al., 2017; Swinscoe et al., 2019; Xu et al., 2020; Mohan et al., 2022; Yildirim-Aksoy et al., 2022). Furthermore, the majority of insect larvae can grow on low-quality organic wastes so that the reuse of the remaining organic substrate results in efficient bioconversion and the larvae or prepupae can have enriched proteins, lipids, minerals, and vitamins (Rana et al., 2015; Yildirim-Aksoy et al., 2020a; Yildirim-Aksoy et al., 2020b; Xu et al., 2021; Mohan et al., 2022). Additionally, many insect species have shown an inhibitory effect on fungal and bacterial growth such that their dietary inclusion may increase the shelf life of feed and also provide beneficial effects on the gut of fish (Sheppard et al., 2002; Van Huis et al., 2013; Hounmanou et al., 2018; De Silva et al., 2019; Hoc et al., 2019; Koutsos et al., 2022; Hasan et al., 2023).

Over the last decade, interest in incorporation of insects in fish diet formulations has significantly increased. As a result, several studies have been conducted on various fish species, such as carnivores, herbivores, and omnivores, in utilizing feeds containing insects. Among the insects, the black soldier fly (BSF) (*Hermetia illucens*, Linnaeus 1758, Diptera, Stratiomyidae family) and its larvae, which are native to the tropical, subtropical, and warm temperate areas of Southern United States (three generation cycles per year) have been shown to be a good replacement of FM and FO (Hoc et al., 2019). In this regard, feed incorporated with different combinations of BSF led to the best overall response in terms of growth and health in trout (Huyben et al., 2019; Fawole et al., 2021; Bolton et al., 2021; Caimi et al., 2021; Hoc et al., 2021; Hwang et al., 2021; Melenchón et al., 2021; Randazzo et al., 2021; Cho et al., 2022; Liu et al., 2022; Ratti et al., 2023), salmon (Belghit et al., 2019; Li et al., 2019; Weththasinghe et al., 2021), clownfish (Vargas-Abúndez et al., 2019), zebrafish (Zarantoniello et al., 2018; Zarantoniello et al., 2019), seabass (Wang et al., 2019; Moutinho et al., 2021), tilapia (Yildirim-Aksoy et al., 2020b; Tippayadara et al., 2021; Agbohessou et al., 2022), catfish (Xiao et al., 2018; Adeoye et al., 2020; Yildirim-Aksoy et al., 2020a; Sudha et al., 2022), and shrimp (Cummins Jr et al., 2017; Yildirim-Aksoy et al., 2022).

The largest aquaculture sector in the United States is farm-raised channel catfish, *Ictalurus punctatus*. One problem faced by the channel catfish industry is related to FM and FO in aquafeeds, as they are limiting and increasing less economical and sustainable for the future (Yildirim-Aksoy et al., 2020a). Despite the advancement in using BSF as an alternative to FM and FO, as compared to other species, studies related to the immune response, gut microbiome, and transcriptomes in the channel catfish are scarce (Mohan et al., 2022). Immune-related gene expression studies were conducted in several species where BSF was included in formulated feeds. In rainbow trout, significant differential expression of genes such as IL-1β; IL-10, TGF-β, COX-2, and TCR-β was observed but black soldier fly larvae (BSFL) diets did not induce any inflammation (Gaudioso et al., 2021). In addition, myogenesis-related gene expression experiments conducted in zebrafish show that BSFL meal may increase growth without having any negative consequences. Similar to rainbow trout, no evidence of inflammation in the gut intestinal parameters was found, and there were no appreciable alterations in stress and immunological indicators (Zarantoniello et al., 2019; Mohan et al., 2022). Several other studies have convincingly examined the effects of BSL in addition to the diets of other commercially reared fish species. In an attempt to determine the effects of FM replacement with defatted BSF in Jian carp, significant upregulation in the relative gene expression of peroxisome proliferator-activated receptor (PPARα) and heat shock proteins (HSP70) was observed (Li et al., 2017; Zhang et al., 2017; Mohan et al., 2022). Although BSFL meal supplementation in Nile tilapia did not affect the innate immunity and growth (Agbohessou et al., 2022), BSFL-supplemented meals as an alternative to FM in juvenile seabass substantially increased cytokine expression and mucin production in the gut and skin and exhibited no detrimental effects on development (Hender et al., 2021). Furthermore, according to Chaklader et al. (2019), *H. illucens* larval diet coupled with poultry by-product meal increased the growth of seabass and considerably elevated immune gene expression in the head kidney.

The majority of these studies are designed to determine the effects of dietary supplementation with BSL and report various immune-related gene activities. However, tissue- or organ-specific immune gene expression patterns, the global effects of any changes in expression levels of these genes, and interactions among adaptive and innate immune factors in response to dietary supplementation with BSL are still not clearly understood in channel catfish. The main goal of using BSFL meal is to find a viable replacement for FM that will allow for sustainable development without impeding fish growth. In addition to benefits to growth and development, the use of BSF as a replacement or additive to fish feed is also used to assess the immune-related gene modulation that supports fish systemic and mucosal immunity during pathogen invasion (Mohan et al., 2022). In channel catfish, multi-organ (especially the liver and intestine)–specific transcriptomic and immune-related gene expression studies in response to the addition of frass from BSFL are lacking. The main goal of this study was to assess the effects of dietary inclusion of frass from BSFL, *H. illucens*, at different concentrations to replace FM on both transcriptomics and immune-related gene expression at the systemic (head kidney and liver) and mucosal (gill and intestine) levels in channel catfish.

## 2 Materials and methods

### 2.1 Experimental fish

Fingerlings of the Marion strain channel catfish, *I. punctatus*, were spawned and maintained at the USDA-ARS, Aquatic Animal Health Research Laboratory (Auburn, AL, United States) on commercial fry and fingerling diets and were acclimated to the experimental basal diet for 2 weeks before stocking. At the end of the acclimation period, fish (average weight of 5.24 ± 0.04 g) were randomly stocked into 20, 110 L aquaria at a density of 50 fish per aquarium. The aquaria were supplied with flow-through dechlorinated, heated (28°C) city water with a flow rate of approximately 0.7 L/min. Water was continuously aerated using air stones. Water temperature and dissolved oxygen in three randomly chosen aquaria were measured once every other day in the mornings, using a YSI model Pro DO meter (Yellow Springs Instrument, Yellow Springs, OH, United States). During the trial, the water temperature averaged 26.8°C ± 1.12°C, and the dissolved oxygen averaged 6.35 ± 0.53 mg/L. The photoperiod was maintained at a 12:12 h light/dark schedule.

### 2.2 Experimental diets and feeding trial

A nutritionally complete, practical basal diet was formulated to contain approximately 31.5% crude protein and 6.2% lipid based on feedstuff values reported in NRC (1993) (Table 1). Five diets containing frass (0, 5, 10, 20, and 30%) as partial replacements of a combination of soybean meal, wheat short, and corn meal on an equal protein basis were prepared. Frass from BSF, *H. illucens*, fed on distillers' dried grain with solubles (DDGS), was donated from EnviroFlight LLC, Yellow Springs, OH, United States. Carboxymethyl cellulose (CMC) was added to all diets as a binding agent. Dry ingredients were thoroughly mixed for 10 min in a Hobart mixer before oil was added. After the oil was diffused, approximately 300 mL of deionized water per kilogram of the diet was added. The moist mixture was extruded through a 3-mm diameter die in a Hobart meat grinder. The resulting moist pellets were air-dried at room temperature to a moisture content of approximately 10%. Pellets were ground into small pieces, sieved to obtain approximate sizes, and stored frozen in plastic bags at −20°C until fed. Fish in four randomly assigned aquaria were fed with one of the five experimental diets twice daily (between 0730 and 0830 h and 1500 and 1600 h) to apparent satiation for 10 weeks (Yildirim-Aksoy et al., 2020a).

**TABLE 1:** Percentage composition of experimental diets.

	Experimental diets (%)^a^				
	1	2	3	4	5
Menhaden fish meal	8	8	8	8	8
Soybean meal	45	44	43	41	39
Frass		5	10	20	30
Wheat short	24	20.4	16.9	9.8	2.5
Corn meal	14	13.8	13.5	13	12.75
Corn oil	4	3.8	3.59	3.18	2.75
Dicalcium phosphate	1	1	1	1	1
CMC	3	3	3	3	3
Vitamin premix^b^	0.5	0.5	0.5	0.5	0.5
Mineral premix^c^	0.5	0.5	0.5	0.5	0.5

CMC, carboxymethyl cellulose. Frass is a by-product of the black soldier fly (*Hermetia illucens*) larva meal industry.

^a^ Diets 1, 2, 3, 4, and 5 contained 0, 5, 10, 20, and 30% frass, respectively.

^b^ Vitamin premix, diluted in cellulose, provided by following vitamins (mg/kg diet): vitamin A (520,400 IU/g), 7.7; vitamin D3 (108,300 IU/g), 18.5; vitamin E (250 IU/g), 200; vitamin K, 10; thiamin, 10; riboflavin, 12; pyridoxine, 10; calcium pantothenate, 32; nicotinic acid, 80; folic acid, 2; vitamin B12, 0.01; biotin, 0.2; choline chloride, 400; and L-ascorbyl-2-polyphosphate (35% vitamin C activity), 172.

^c^ Trace mineral premix provided by following minerals (mg/kg diet): zinc (as ZnSO_4__7H_2_O), 150; iron (as FeSO_4__7H_2_O), 40; manganese (as MnSO_4__7H_2_O), 25; copper (as CuCl_2_), 3; iodine (as Kl), 5; cobalt (as CoCl_2__6H_2_O), 0.05; and selenium (as Na_2_SeO_3_), 0.09.

### 2.3 Collection of tissues from channel catfish fed with frass inclusion diets

After the 10-week experiment to evaluate the dietary inclusion of frass in five experimental diets, channel catfish from each treatment (diet) were euthanized by an overdose of buffered MS-222, and the head kidney, liver, intestine, and gills were collected and stored in an RNA stabilization solution (RNA*later*, Thermo Fisher Scientific, Waltham, MA) and stored at −80°C until required. In total, four fish from each aquarium from each of the experimental diets were collected and sampled, and their tissues were pooled together at the end of the trial. Liver and intestine samples were collected for RNA sequencing, while additional samples of the head kidney and gills were collected for quantitative PCR analyses.

### 2.4 RNA sequencing of channel catfish fed with frass inclusion diets

Intestine (n = 16 in pools of 4) and liver (n = 16 in pools of 4) tissues from fish at the end of the 10-week trial from three experimental diets [control (0 g/kg), low frass (50 g/kg), and high frass (300 g/kg)] were used to make libraries for RNA sequencing. Total RNA was extracted from each sample after homogenizing it in a FastPrep-96™ bead beating grinder (MP Biomedicals, Santa Ana, CA) followed by the Qiagen RNeasy^®^ Plus Mini Kit (Germantown, MD) according to the manufacturer’s protocol. Total RNA samples were sent to a service provider (Azenta Life Sciences, South Plainfield, NJ) for library preparation with poly(A) selection and Illumina sequencing. There, RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA), and RNA integrity was checked using an Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA). RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using the manufacturer’s instructions (New England Biolabs, Ipswich, MA). The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA) and quantified by using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, United States). Libraries were then sequenced on an Illumina HiSeq 4000 according to the manufacturer’s instructions using a 2 × 150 bp paired end (PE) configuration. A total of 24 samples (n = 12 intestine; n = 12 liver) were sequenced to include no frass control diet (n = 4 each tissue), low-frass inclusion of 50 g/kg (n = 4 each tissue), and high-frass inclusion of 300 g/kg (n = 4 each tissue).

### 2.5 Transcriptome analysis for the channel catfish

Raw, demultiplexed reads at a minimum of 25M PE reads/sample were delivered by the service provider. Bioinformatics was performed in-house within the OmicsBox software (OmicsBox, 2019) and R-Bioconductor packages. Raw FASTQ files were initially preprocessed for quality control (QC) using FASTQC (Andrews, 2017) and Trimmomatic (Bolger et al., 2014) with the default parameters. This process removed low-quality bases, filtered out short reads, and eliminated any contaminating Illumina sequencing adapters. The genome of channel catfish, *I. punctatus*, was obtained from the NCBI (assembly Coco_2.0; accession #GCA_001660625.3), and QC reads were aligned to it using the STAR aligner (Dobin et al., 2013), with options of 2-pass mapping and the overhang length set to 149. QC of the resultant BAM files was performed using RSeQC modules (Li et al., 2009; Wang et al., 2012; Wang et al., 2016) to assess alignment quality and obtain quality scores, such as transcript integrity numbers (TINs). At this stage, one sample (B1) was removed from further analyses. Sample B1 (a high-frass liver sample) was noted as a technical outlier as the integrity score was quite low (TIN = 18.52). 

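High-frass liver replicate 3 (B1) had 10494755 counts, the fewest of the 24 libraries, and 9662 features with a count, also the fewest. The most abundant 10 features held 42.4% of its counts, against 32.3% to 39.5% in the 10 liver libraries that the study kept. Its log2 CPM (counts scaled to library size) had a median Pearson r of 0.934 with the other liver libraries, across 9724 features that are not independent replicates, and control liver replicate 3 had 0.978. The integrity score itself came from the alignments, which were not analysed here.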

QC BAM files were then used to generate a gene-level count data matrix for all samples via the HTSeq software (Anders et al., 2015). 

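A read that lies in an exon shared by transcripts of the same gene overlaps more than 1 parent, and HTSeq leaves such a read uncounted unless told otherwise. In the 12 intestine libraries added together, the 12718 protein-coding genes with 1 annotated transcript had a median of 785.5 reads, and 7.02% of them had none. The 11231 protein-coding genes with 2 or more transcripts had a median of 1 read, 45.3% had none, and all of them held 1.66% of the counts. In the liver, 21.4% of the genes with 1 transcript and 62.5% of those with 2 or more had no reads. Ribosomal protein genes showed the same contrast in the intestine, with a median of 319525 reads for the 60 genes with 1 transcript and 7 reads for the 28 genes with 2 or more.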

In HTSeq, the quantification level was set to feature type exon and grouped by parent attributes; the strand specificity was set to non–strand specific; and the overlap mode was set to union. The R package DESeq2 (Love et al., 2014) was then used to generate differentially expressed genes (DEGs) in pairwise comparisons of low- or high-frass samples as compared to the control, no frass (baseline) samples. Principal component analyses were performed on the data, and an additional sample (B2) was removed from further analyses. Sample B2 (a low-frass liver sample) was also noted as an outlier since it had a first principal component score >>>1. 

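Low-frass liver replicate 3 (B2) scored 176.3 on the first principal component of the 12 liver libraries, which held 63.0% of the variance, and the other 11 libraries scored between -21.4 and -12.2. Its log2 CPM had a median Pearson r of 0.929 with the intestine libraries and 0.559 with the other liver libraries. The bile acid transporter transcript slc10a2 had 2457 CPM in this library, at most 0.729 CPM in the 10 liver libraries that the study kept, and a median of 978 CPM in the intestine. The hemopexin transcript hpxa, which held between 100536 and 189636 CPM in those 10 livers, had 508 CPM. With replicate 3 of both frass diets left in, the features with an unadjusted p under 0.05 rose from 194 to 486 for low-frass liver and fell from 374 to 134 for high-frass liver, and the number of DEGs stayed at 0 in both.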

Finally, histograms of *p*-values were examined and adjusted using the fdrtool (Strimmer, 2008). 

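The fdrtool itself was not used here, and the paper's text does not give its settings. A different rescaling was used in its place, fitting DESeq2 to each frass group and its control group and estimating the spread of the Wald statistics from those below the median in size, which is 1 for a standard normal null. That spread was 0.713 in the low-frass intestine, 1.06 in the high-frass intestine, 0.766 in the low-frass liver and 1.32 in the high-frass liver. A spread below 1 makes every p-value smaller after this rescaling, and a spread above 1 makes it larger. The rescaled statistics gave 21 DEGs in the low-frass intestine, 8 in the high-frass intestine, 10 in the low-frass liver and 0 in the high-frass liver. Without the rescaling, a comparison chosen after seeing the data, the same fits gave 3, 8, 0 and 5 DEGs. In simulated counts with no changed feature, the rescaled test called between 553 and 594 features in the intestine and between 87 and 189 in the liver. That simulation covered the low-frass comparison only, with features that vary independently, unlike real ones. Splits of the real libraries into groups of the same sizes gave medians of 290 (low frass) and 166 (high frass) in the intestine. In the liver the medians were 1 and 5. The intestine splits were not balanced over the 2 clusters of libraries described below.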

The resultant DEG lists (Supplementary Table S1) were considered significant if the adjusted *p*-value was less than 5% and the fold change was greater than 2-fold up- or downregulated as compared to the control (*p*-adj <0.05 and FC > 2).

### 2.6 Quantitation of channel catfish innate and adaptive immune gene expression

Innate and immune gene-specific primers (Table 2) were utilized to independently evaluate channel catfish immunity in response to frass inclusion via reverse transcription quantitative PCR (RT-qPCR). Each total RNA sample was assessed by using spectrophotometry (Bio-Tek Cytation 1, Agilent Technologies, Palo Alto, CA) and Agilent 2100 Bioanalyzer with RNA integrity numbers (RINs) > 8 before reverse transcription. Then, cDNA synthesis was performed using the LunaScript^®^ RT SuperMix Kit (New England Biolabs, Ipswich, MA, United States). Reactions contained 4.0 μL of LunaScript RT SuperMix (5X) and template RNA (200 ng), and the volume was adjusted using nuclease-free water to 20 μL. As a control, to rule out the presence of DNA in the extracted sample, no-RT reactions were prepared for each of the samples along with no template controls (negative control). Reaction conditions for cDNA synthesis included primer annealing at 25°C for 2 min, cDNA synthesis at 55°C for 10 min, and heat inactivation at 95°C for 1 min. cDNA was kept at −20°C after transcription until RT-qPCR.

**TABLE 2:** List of RT-qPCR primers.

Gene	Forward primer (5′-3′)	Reverse primer (5′-3′)	Reference
**CD4**	CCT​CTG​CGA​ACC​CAT​CTT​CA	AGG​CAG​GTC​CAG​ATT​CTT​GC	Xu et al. (2016)
**IL-1β type a**	AAA​AAT​GGC​CAG​CCT​GTA​TG	CAG​CCC​GGG​TAT​TTA​ACT​GA	
**IL-1β type b**	GCC​TCT​TAG​TAT​GCG​CCA​AG	AAC​CTT​GTC​TTG​CAG​GCT​GT	
**Complement factor D**	AGG​CAG​AGG​ACA​AAA​AGC​AA	TGG​CTG​ACT​TAG​CTG​CCA​AT	
**Complement factor C3**	AGT​TGA​ATA​CCG​CTG​CCA​AC	CTC​TCC​ATG​CGC​TGA​GTA​CA	
**MHC class II**	CTG​AGG​AAC​GGG​AAG​GAG​AT	CAG​ATG​GGA​GTG​GAC​CTG​AT	
**Interferon γ**	CAG​CAG​TGA​CTT​CAG​CCA​AA	GCC​TCA​GAG​TAC​GCC​ATC​AT	
**TLR1**	AGC​CAA​AGA​AAT​GCC​AAC​TG	TGA​AGT​CTC​GTT​CGT​GGT​GA	
**TLR9**	GGA​GGA​ACG​GGA​CTG​GAT​AC	AAG​CAC​AGC​CAC​CCT​GAT​TA	
**IgM**	TGT​GTG​TGT​GTG​TGT​GTG​TGT​T	CGG​ATG​TCT​TGG​CTT​GTT​G	
**IL-17**	TGG​TTG​CTC​AGG​CTG​CTC​CTT	ACG​CCA​GCT​TGA​TGT​CAT​GTT​CC	Wang et al. (2014)
**18S**	GAG​AAA​CGG​CTA​CCA​CAT​CC	GAT​ACG​CTC​ATT​CCG​ATT​ACA​G	Small et al. (2008)
**β2M**	AAG​GGA​TGG​AAG​TTT​CAT​CTG​ACC	GGA​ATG​AAG​CCC​AGG​AGG​TTT​AC	
**β Actin**	CCC​ATC​TAT​GAG​GGT​TAT​GCT​CTG	GCT​CGG​TCA​GGA​TCT​TCA​TCA​G	
**TLR3**	TTG​CAG​CTG​TGA​GAG​CAT​TC	AGT​GCA​CCA​GGA​AGG​CTA​GA	Pridgeon et al. (2010)
**TLR5**	TTG​GAA​GCG​CTA​CAA​ATC​CT	ACC​CGG​AGG​TTG​AAT​AAT​CC	
**TLR20A**	CAC​CTC​TCT​GGG​ACT​GGT​GT	GCT​CAT​CTT​TCC​CGC​AGT​AG	
**TLR21**	TTC​CTC​TGC​AGT​GAG​TGG​TG	TGT​GTC​CAG​AAC​AGC​TCC​TG	
**LEAP**	CCT​TTG​GAG​AAT​CAT​GGG​TAC​TAA	GCA​GTG​TCC​TTT​CCT​GCA​TA	This study
**Hepcidin**	GTTGGCGAAGGAGACGAG	ACC​CAC​AGC​CTT​TAT​TCT​TAC​A	
**TNF α**	GCT​GCA​ATC​AGA​ACG​ACT​AGA	GGT​CCG​TCC​ACA​TCC​AAT​AC	

Using a LightCycler^®^ 480 System (Roche Diagnostics, Indianapolis, IN), RT-qPCR was performed to assess the expression level of systemic (head kidney and liver) and mucosal (gill and intestine) immunity by checking differential regulation of innate and adaptive immune genes. Fourteen innate immune genes such as six innate receptors (TLR1, TLR3, TLR5, TLR9, TLR20A, and TLR21), five proinflammatory cytokines (TNFα, IFN-γ, IL-17, IL-1β type a, and IL-1β type b), two chemokines (complement factor D and complement factor C3), and one antimicrobial peptide (hepcidin) were used for this study. Four adaptive immune genes were used for this study, that is, an immunoglobulin (IgM), two major histocompatibility class I (CD4 and β2M), and major histocompatibility class II (MHC class 2) genes. The Luna Universal qPCR Master Mix was used for RT-qPCR in 10 μL reactions. Each reaction included 5 μL of Luna Universal qPCR Master Mix (2X), 0.5 μL of forward primer (1 μM), 0.5 μL of reverse primer (1 μM), 2 μL of nuclease free water, and 2 μL of cDNA diluted 1:10 with nuclease-free water. Reactions were carried out in triplicate under the following conditions: 95°C for 15 s, followed by 45 cycles at 95°C for 15 s, 60°C for 30 s, followed by melting curve analysis. Reaction and cycling conditions were prepared following the manufacturer’s instructions (NEB). The samples were run in parallel with two reference genes, 18S and EF1α, for normalization.

Relative gene expression was calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001; Pfaffl, 2001), normalizing with the geometric average of the reference gene relative to the controls. Statistical assessment was performed using the IBM SPSS 20 software (SPSS Inc., Chicago, IL). Data were evaluated by the analysis of variance (ANOVA) to determine differences in means among different groups and then further analyzed *post hoc* using Tukey’s multiple comparison test. Differences of means among the groups were considered statistically significant when *p* < 0.05. Data were collected and analyzed, and all graphs of immune genes were plotted using the GraphPad Prism 5 software (Boston, MA).

## 3 Results

### 3.1 Global gene expression analyses of channel catfish tissues after being fed either a low-frass (50 g/kg) or high-frass (300 g/kg) experimental diet

The liver and intestine of individual channel catfish fed with different frass diets (50 and 300 g/kg frass) or control diet (0 g/kg frass) were used to build and sequence mRNA libraries. 

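The deposited counts covered 24 libraries, 12 from the intestine and 12 from the liver, with 4 pooled replicates per diet and tissue at week 10. The paper gives 4 fish per pool and the sample labels give 3, and the counts cannot show which holds. The authors had aligned the trimmed reads with STAR and counted them with HTSeq, and the values were whole, unnormalized counts for 63022 features, of which 61524 were transcripts. The total ranged from 12534783 to 17371695 counts in the intestine (median 15851726.5) and from 10494755 to 15604418 in the liver (median 13871604.5). Both liver libraries that the authors removed were still among the deposited counts, and they were left out of the liver comparisons unless stated otherwise.
The comparisons used edgeR's quasi-likelihood test with TMM normalization, 1 fit per tissue over the 3 diets, and Benjamini-Hochberg adjustment. The default count filter kept 10401 intestine features and 7213 liver features. As in the study, a DEG had an adjusted p under 0.05 and a fold change above 2. The test was tried on simulated counts in which 200 features changed 4-fold. It called 54.3% of the changed features that passed the filter in the intestine and 82.1% in the liver. Only the low-frass libraries were changed, and the simulated features vary independently of each other, unlike real ones. In simulated counts with no changed feature, the median number of calls was 0 in both tissues. There a median of 468 intestine features had an unadjusted p under 0.05 from edgeR. The real low- and high-frass intestine had 108 and 295. The share called may therefore be lower in the real intestine, where 0 DEGs does not show that no feature changed.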

After the raw RNA sequencing data were processed and aligned with the channel catfish genome, sequence libraries from the 50 and 300 g/kg frass for the intestine and liver were compared to the basal-level control intestine or liver (0 g/kg frass) using the cutoff criteria (*p*-adj <0.05, fold change >2). 

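In the low-frass intestine 0 of the 10401 features were DEGs, and 108 had an unadjusted p under 0.05. The high-frass intestine also had 0 DEGs, with 295 features at an unadjusted p under 0.05. A uniform distribution of p-values would give 520.05 such features in either comparison. The smallest adjusted p was 1.00 for low frass and 0.998 for high frass. All 29 and all 31 features in the study's supplementary lists for the low- and high-frass intestine moved in the same direction here, with a median absolute log2 fold change of 2.90 and 1.78, and 26 and 28 of them had an unadjusted p under 0.05. Adjusted over the list alone, 26 and 27 had an adjusted p under 0.05, which is not independent evidence because the study chose the lists on these libraries. Of the 29 low-frass features, 9 were outside the count filter. In 16 features of each list every frass library lay on the same side of every control library, which chance gives for 2.86% of features not chosen on these libraries, as the lists were. DESeq2 on the 2 groups with an empirical null moved the count most among the alternatives set before the data were examined, to 21 and 8 DEGs, of which 21 and 7 are in the study's lists.
The intestine libraries formed 2 clusters of 6 that did not follow diet. The first cluster held 2 control, 3 low-frass and 1 high-frass libraries, and the median Pearson r was 0.969 within clusters and 0.879 between them, across features. With the cluster as a block, a choice made after seeing the data, both comparisons still had 0 DEGs, and 197 and 507 features had an unadjusted p under 0.05. All 29 and 31 listed features kept their direction with that block.

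**Figure D1:**
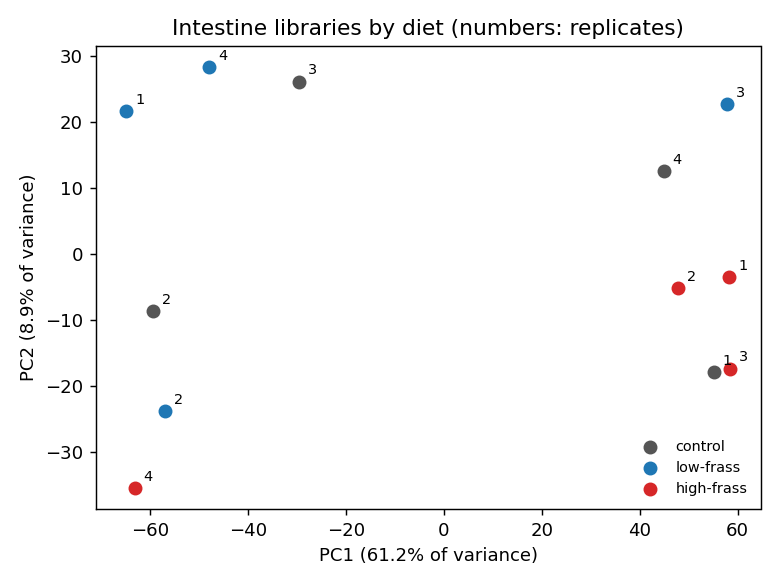
First and second principal components of log2 CPM in the 12 intestine libraries, in arbitrary units, coloured by diet and numbered by replicate. The first component holds 61.2% of the variance and parts libraries of every diet.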

There were 19 downregulated and 10 upregulated genes among the 29 DEGs identified in the low-frass (50 g/kg) intestine, and seven downregulated and 24 upregulated genes among the 31 DEGs identified in the high-frass (300 g/kg) intestine (Figure 1) samples. There were 17 DEGs, which included 15 downregulated and two upregulated in the low-frass (50 g/kg) liver samples. 

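Over the 10 liver libraries that the study kept, the low-frass liver had 0 DEGs among 7213 features, and 194 features had an unadjusted p under 0.05. All 17 features in the study's low-frass liver list moved in the same direction here, and each of the 17 had an unadjusted p under 0.05. Among the alternatives set before the data were examined, no count filter moved this result most, to 60 DEGs (10 higher and 50 lower). Of these 60, 15 are in the study's list and 54 had passed the count filter. In simulated liver counts with no changed feature, the same unfiltered test called between 12 and 29 features. When the same libraries were split in every way into groups of these sizes, 33 of the 35 splits gave as many DEGs as the diets did.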

There were 54 downregulated and 17 upregulated genes among the 71 DEGs identified in the high-frass (300 g/kg) liver samples (Supplementary Material S1).

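The high-frass liver also had 0 DEGs, with 374 features at an unadjusted p under 0.05 and a smallest adjusted p of 0.86. The 71 features in the study's high-frass liver list had a median absolute log2 fold change of 1.68 here, all 71 in the study's direction, and 67 of them had an unadjusted p under 0.05. In 44 of the 71 the 3 high-frass libraries did not overlap the 4 control libraries, which chance gives for 5.71% of features not chosen on these libraries, as the 71 were. Without a count filter there were 133 DEGs, 102 of them lower, and 46 of the 133 are in the study's list. When the same libraries were split in every way into groups of these sizes, 14 of the 35 splits gave as many. High-frass liver replicate 3 and low-frass liver replicate 3 were left out in these values, for a low integrity score and a high first principal component score. With all 12 liver libraries the 2 comparisons still had 0 DEGs.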

**FIGURE 1:**
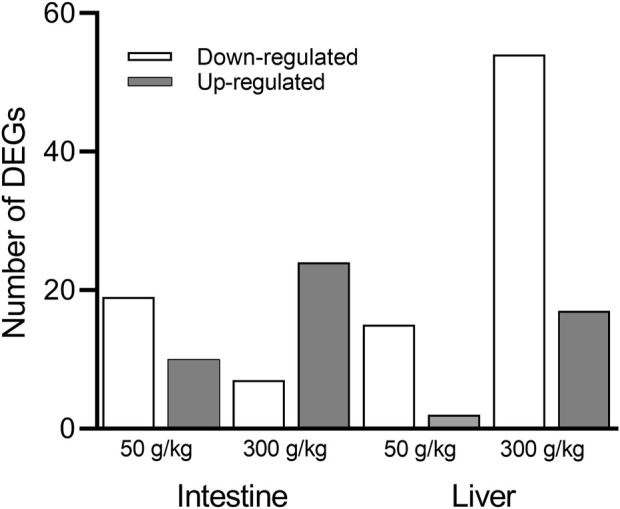
Number of significant DEGs identified between the control (0 g/kg) and the low-frass (50 g/kg) and high-frass (300 g/kg) supplemented diets. The downregulated DEGs (white bars) and upregulated DEGs (gray bars) are shown for the intestine and liver (*p*-adj <0.05; fold change >2).

We next sought to understand the relationship between the DEGs identified among the different experimental frass diets and their respective tissues. For this analysis, we identified the gene expression interactions through visualizing the DEGs in a Venn diagram (Figure 2 and Supplementary Material S1). There were five DEGs that were co-expressed in the low- and high-frass liver, whereas there was only one co-expressed between the low- and high-frass intestine, and there were no common DEGs among the all frass diets. However, there were three DEGs that were shared among the intestine and liver high-frass diets, two DEGs among the intestine low-frass and liver high-frass diets, and one DEG among the intestine high-frass and liver low-frass diets. Hence, only ∼3% of DEGs were common among the liver and intestine in the frass diets and most of the DEGs in each low-frass and high-frass diets in the liver and intestine were unique to the groups when compared with the control diet (Supplementary Material S1).

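With 0 DEGs in each comparison, no DEG was shared between low and high frass in either tissue. Across the features tested, the log2 fold changes of low and high frass had a Pearson r of 0.506 in the liver and 0.0216 in the intestine. Both contrasts share their control libraries. Unchanged frass groups simulated 50 times against the real controls gave a median r of 0.31 in the liver and 0.263 in the intestine. They were drawn around a mean that includes the control libraries, which makes the simulated values too low for shared controls. In the liver, 55 features had an unadjusted p under 0.05 in both contrasts, 54 of them in the same direction, against a simulated median of 18. The intestine had 17 such features, all 17 in the same direction, which was below the simulated median of 26.5. The simulated features vary independently of each other, unlike real ones. For both reasons, the liver values above the simulation cannot be told apart from what shared controls give. The study's 5 shared liver genes were dnajc27, LOC108256873, LOC108263260, mxa and LOC124627534. Of these, LOC124627534 had a log2 fold change of -1.60 in the low-frass liver and 1.75 in the high-frass liver, and the other 4 were lower in both. Without low-frass replicate 4 the former was -2.72, and without high-frass replicate 4 the latter was 0.997. Without a count filter, 31 liver features were DEGs under both diets, 28 of them in the same direction.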

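The shared genes did not all move alike in the 2 tissues. junbb had a log2 fold change of 1.28 in the high-frass intestine (standard error 0.39) and -1.67 in the high-frass liver (standard error 0.67). LOC108272604 was lower in both, with -2.49 in the intestine and -2.62 in the liver, where its high-frass counts were 1 to 4. rsad2 fell by 1.45 on the log2 scale in the low-frass intestine and by 1.91 in the high-frass liver, and aste1a by 1.24 and 1.98. LOC108262351 fell by 1.78 in the high-frass intestine and by 4.35 in the low-frass liver. The liver values of rsad2 and aste1a rest on leaving out high-frass replicate 3, since with all 12 liver libraries they were 2.14 and 0.14. Without high-frass liver replicate 2 the liver values of junbb and aste1a were -2.55 and -3.96.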

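The difference between the tissues was tested as an interaction of diet and tissue in a fit over both tissues, which treats the intestine and liver libraries of a pool as independent. Among 10895 features, 0 had an adjusted p under 0.05 for low frass and 0 for high frass, with 317 and 459 at an unadjusted p under 0.05. For junbb the interaction was 2.96 on the log2 scale (unadjusted p = 0.00187 and adjusted p = 1.00 from edgeR). From the small overlap of its lists, the paper concludes that most DEGs were unique to a diet and tissue.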

**FIGURE 2:**
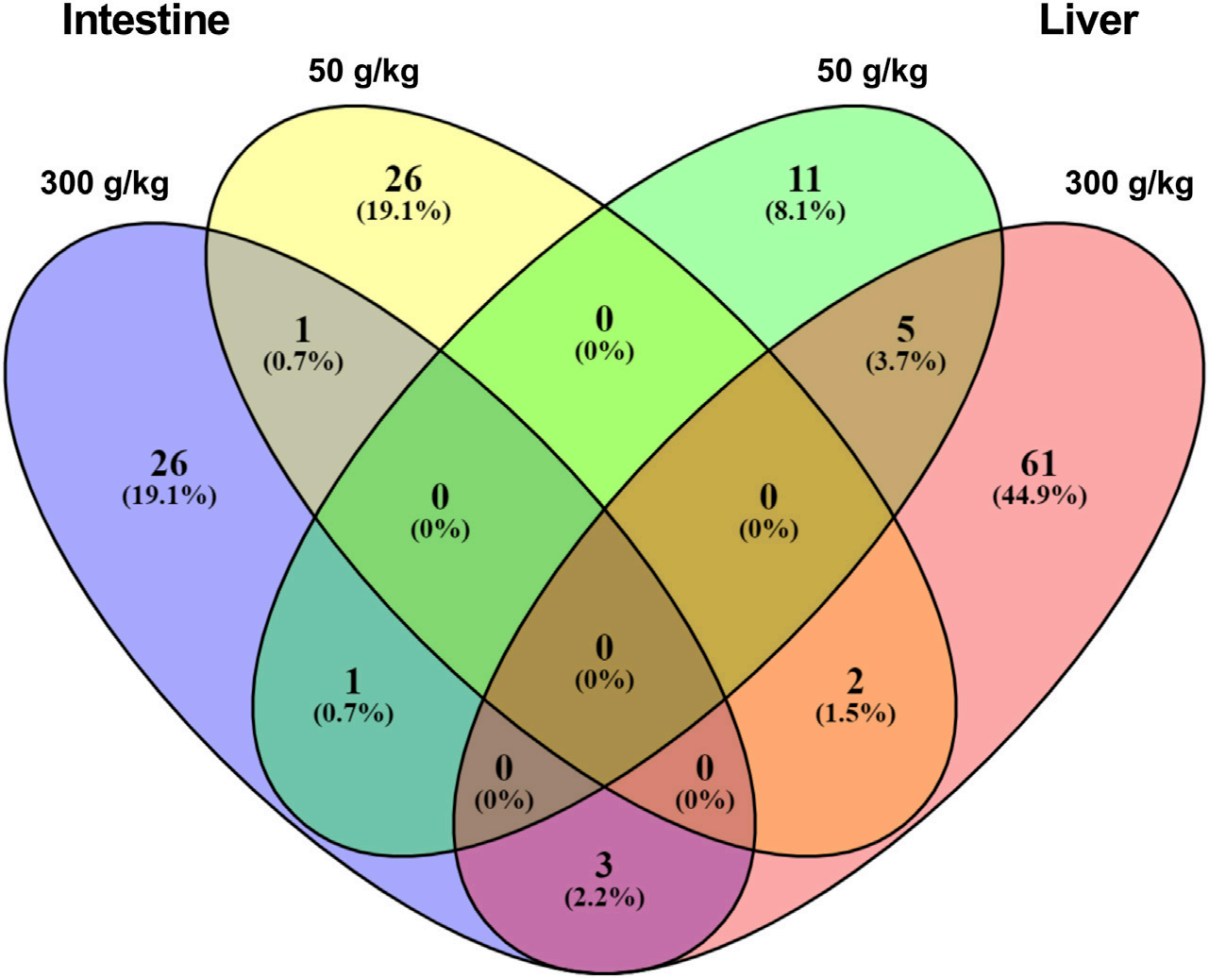
Venn diagram showing unique DEGs among the low-frass (50 g/kg) and high-frass (300 g/kg) supplemented diets in the intestine and liver.

Several upregulated DEGs that represent different innate immune receptors and effector molecules such as toll-like receptor 5 were identified in the low-frass (FC = 4.6) and high-frass (FC = 6.1) intestine; apolipoprotein A1 (FC = 4.1) in the low-frass intestine; and C-type lectin (FC = 2.4), complement factor H (FC = 4.7) and lysozyme (FC = 13.4) in the high-frass intestine. 

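Toll-like receptor 5 had a log2 fold change of 2.14 in the low-frass intestine (standard error 0.69, adjusted p = 1.00 from edgeR) and 2.54 in the high-frass intestine (standard error 0.68, adjusted p = 0.998). Its counts were few, 0 to 5 in a control library, 8 to 14 with low frass and 9 to 20 with high frass. Every frass library lay above every control library (two-sided exact permutation test, p = 0.0286 for either diet, the smallest p that 4 libraries against 4 allow). Without control replicate 2 the log2 fold changes were 3.00 and 3.41, and without control replicate 3, which had no count, 1.71 and 2.12. In the low-frass intestine the apolipoprotein A1 transcript in the study's list had 6 to 21 counts against 1 to 5 in the controls. Its log2 fold change was 2.01 (standard error 0.93, adjusted p = 1.00). The values given for apolipoprotein A1 are for this transcript alone. Another transcript, apoa1a, had a mean of 970 CPM in the first cluster of intestine libraries and 9.54 CPM in the second. In the high-frass intestine the C-type lectin cldc1 rose from a mean of 12.3 CPM to 30.3 CPM, a log2 fold change of 1.3 (standard error 0.28, adjusted p = 0.998), with no overlap between libraries. Complement factor H (LOC108267476) had 13 to 43 counts against 2 to 7, a log2 fold change of 2.21 (standard error 0.72, adjusted p = 0.998). Lysozyme (lysc) had a log2 fold change of 3.72 (standard error 1.21, adjusted p = 0.998), and its high-frass counts of 40 to 857 overlapped the control counts of 9 to 84. With the cluster of libraries as a block, the lysozyme value was 2.67. DESeq2 on the 2 groups with an empirical null called apolipoprotein A1, cldc1 and lysozyme DEGs, with adjusted p of 0.0324, 0.00838 and 0.00838. Over the alternatives the adjusted p ran from 3.30e-07, 9.52e-19 and 1.59e-14 to 1.00. These smallest values came from DESeq2 on the 3 diets with an empirical null, chosen after seeing the data. That setting called 1589 DEGs in the low-frass and 1224 in the high-frass intestine. The trace of liver transcripts in these libraries predicted 26.3% of the rise in apolipoprotein A1 and 38.9% of the rise in complement factor H, and 0.0578% of the rise in toll-like receptor 5 with low frass. The paper presents these transcripts as innate immune receptors and effector molecules that frass upregulated.

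**Figure D2:**
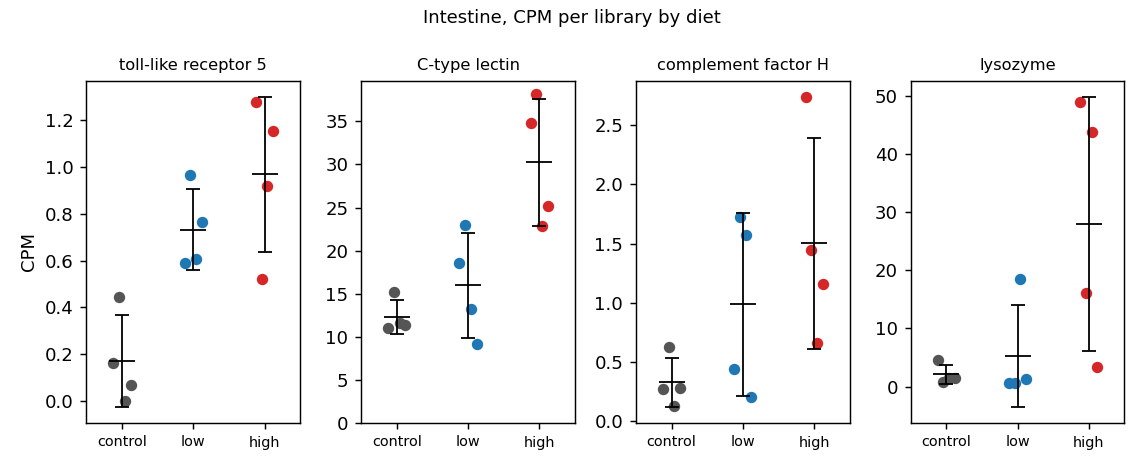
CPM of 4 transcripts in each intestine library by diet, with the mean and SD of 4 libraries. The high-frass libraries of toll-like receptor 5 and of the C-type lectin all sit above the controls, and lysozyme has a high-frass library among the control values.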

In the low-frass liver, there was hepcidin (FC = 11.9) that was upregulated in the low-frass liver, and in the high-frass liver, there was lysozyme (FC = 3.0).

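Hepcidin (hamp) had a log2 fold change of 3.59 in the low-frass liver (standard error 1.12, adjusted p = 1.00 from edgeR), with 151 to 2954 counts against 39 to 132 in the controls. Low-frass replicate 2 held the 2954 counts, and without it the log2 fold change was 1.69. Lysozyme rose in the high-frass liver by 1.57 on the log2 scale (standard error 0.55, adjusted p = 0.934), from 6 to 16 counts in a control library to between 13 and 60. Without high-frass replicate 2 it was 0.91. Hepcidin was a DEG without a count filter and under DESeq2 on the 2 groups with an empirical null, with adjusted p of 1.59e-38 and 0.0195. The range of alternatives reached 1.00. Without a filter, splits of the low-frass and control liver libraries gave a median of 100 DEGs.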

Several interferon or interferon-like proteins were downregulated in the liver, as well as genes associated with adaptive immunity such as major histocompatibility complex class I (FC = −35.9) and immunoglobulin-like V-region gene (FC = −9.3) in the low-frass intestine. 

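In the list of interferon-stimulated genes, 4 of whose features are in the study's lists, all 10 features tested in the liver were lower with frass, by a median log2 fold change of -0.68 for low frass and -1.0 for high frass. The set test fry gave adjusted p of 0.369 for both. Leaving out control liver replicate 1 moved the medians to -0.40 and -0.61, and without high-frass liver replicate 2 the high-frass median was -1.62. With all 12 liver libraries the high-frass median was 0.22, with 8 of 11 features higher. Among the single genes, mxa had a log2 fold change of -1.41 in the low-frass liver (standard error 0.44) and -1.79 in the high-frass liver (standard error 0.45). The high-frass liver values were -2.49 for LOC108256873 and -2.04 for LOC108263260. In the low-frass liver with all 12 libraries LOC108256873 was 0.64, because replicate 3 had 4802 counts of it. There mxa was -1.55, and LOC108263260 moved from -1.52 to -0.35. In the high-frass liver with all 12 libraries mxa was -0.92, LOC108256873 -1.04 and LOC108263260 -1.60. In the main fit the adjusted p from edgeR was 0.86 or more for these genes. Without a count filter, edgeR gave adjusted p in the high-frass liver of 0.0101 for mxa, 4.92e-13 for LOC108256873 and 1.43e-08 for LOC108263260. That unfiltered test also called 12 to 29 features in simulated liver counts with no changed feature. Over the splits of the real high-frass and control liver libraries it called a median of 108. DESeq2 on the 2 groups with an empirical null called LOC108256873 and LOC108263260 in the low-frass liver (adjusted p = 0.0195 and 0.0449). It called no feature in the high-frass liver.
The MHC class I transcript LOC124628881 had a log2 fold change of 0.91 in the low-frass intestine (standard error 1.34, adjusted p = 1.00), with 0 to 114 counts in a low-frass library and 0 to 53 in a control library. It was 0.015 without low-frass replicate 1 and 1.55 without control replicate 4. In the high-frass intestine, where the study's supplement lists it, no library had more than 2 counts, and it was at least 9.67-fold lower than in the controls. That bound was 6.37 without control intestine replicate 4. The high-frass and control libraries overlapped, as the controls reached down to 0 counts (two-sided exact permutation test, p = 0.143). The adjusted p from edgeR was 0.998. The immunoglobulin V-region transcript LOC128629329 had a log2 fold change of -3.18 in the low-frass intestine (standard error 1.11, adjusted p = 1.00) and lay outside the count filter. Under DESeq2 on the 2 groups with an empirical null this transcript was a DEG, with an adjusted p of 0.0482. Control intestine replicate 1 held 60 of its counts, and without that library the log2 fold change was -1.67.

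**Figure D3:**
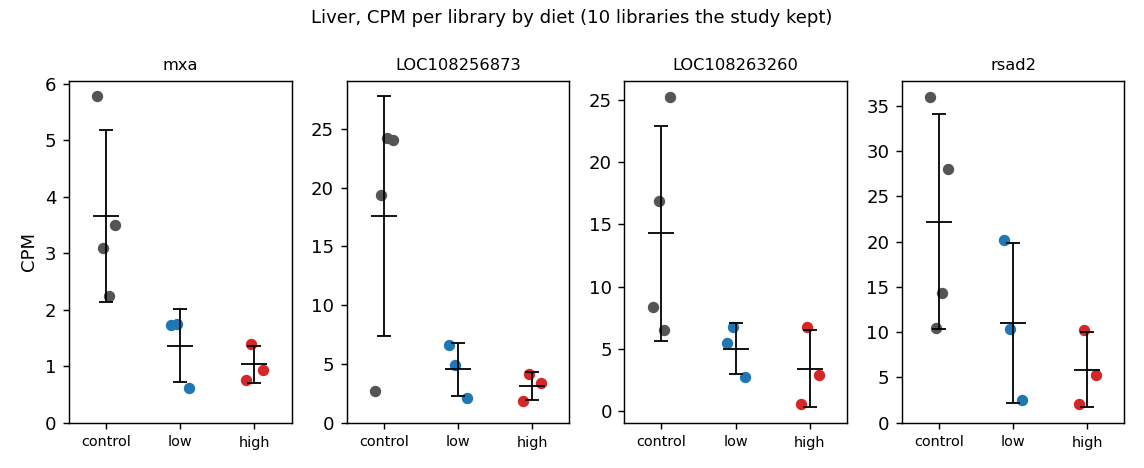
CPM of 4 interferon-related transcripts in each of the 10 liver libraries that the study kept, scaled together with the other 2, with the mean and SD of each diet. The high-frass libraries of mxa and rsad2 all sit below the control libraries.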

Alternatively, glucose-6-phosphatase catalytic subunit 1a (FC = 9.0) and myostatin (FC = 4.7) were upregulated in the low-frass intestine, which correspond to the regulation of cell proliferation, apoptosis, and the regulation of skeletal muscle growth in the channel catfish.

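Glucose-6-phosphatase (g6pc1a.1) had 8 to 17 counts in a low-frass intestine library and 0 to 4 in a control library, a log2 fold change of 3.08 (standard error 1.24, adjusted p = 1.00 from edgeR). Without control replicate 2, which held the 4 counts, it was 4.82. The groups did not overlap (two-sided exact permutation test, p = 0.0286). The liver held a mean of 1242 CPM of this transcript, and the trace of liver transcripts in the intestine libraries predicted 49.3% of its rise. Myostatin (mstna) had 5 to 21 counts with low frass and 1 to 3 in the controls, at least 3.89-fold higher, or at least 2.86-fold without low-frass replicate 4. It lay outside the count filter, and its high-frass libraries had 0 to 4 counts. Under DESeq2 on the 2 groups with an empirical null, both transcripts were DEGs, with adjusted p of 0.00785 and 0.0375. Over the alternatives the adjusted p ran from 4.23e-09 and 2.66e-12 to 1.00. These smallest values came from DESeq2 on the 3 diets with an empirical null. It was chosen after seeing the data and called 1589 DEGs in this comparison.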

### 3.2 Immune gene expression in channel catfish

Based on the RNA sequencing results of the low-frass (50 g/kg) and high-frass (300 g/kg) diets, we next performed a more thorough analysis of innate and adaptive gene expression using both systemic (head kidney and liver) and mucosal (gill and intestine) tissues from all the frass-supplemented diets (50, 100, 200, and 300 g of frass per kilogram of feed) as compared to the control, no frass inclusion diet (Yildirim-Aksoy et al., 2020a).

#### 3.2.1 Expression of innate immune receptors among different tissues

A significant difference in the expression levels of various toll-like receptor genes was observed in the gill, intestine, head kidney, and liver samples when compared to the control tissues (0 g/kg); however, only some of the tissues demonstrated a threshold of >2-fold change (Figure 3). The expression of TLR1 was mostly upregulated in the liver with a 2-fold increase in expression among the frass diets (Figure 3A). TLR3 expression was largely expressed in the head kidney (3.5-fold) with higher frass concentrations and (2- to 3-fold) across the liver (Figure 3B). TLR5 was the only >2-fold upregulated among the liver and gills in one to two of the frass diets (Figure 3C). The intestine showed >2-fold upregulation among all the frass diets. The TLR9, TLR20A, and TLR21 genes were mostly >2-fold upregulated among the high-frass (200 and 300 g/kg) diets in the liver (Figures 3D–F). The TLR20A gene had >2-fold expression among the different frass diets in the head kidney, gills, and intestine.

**FIGURE 3:**
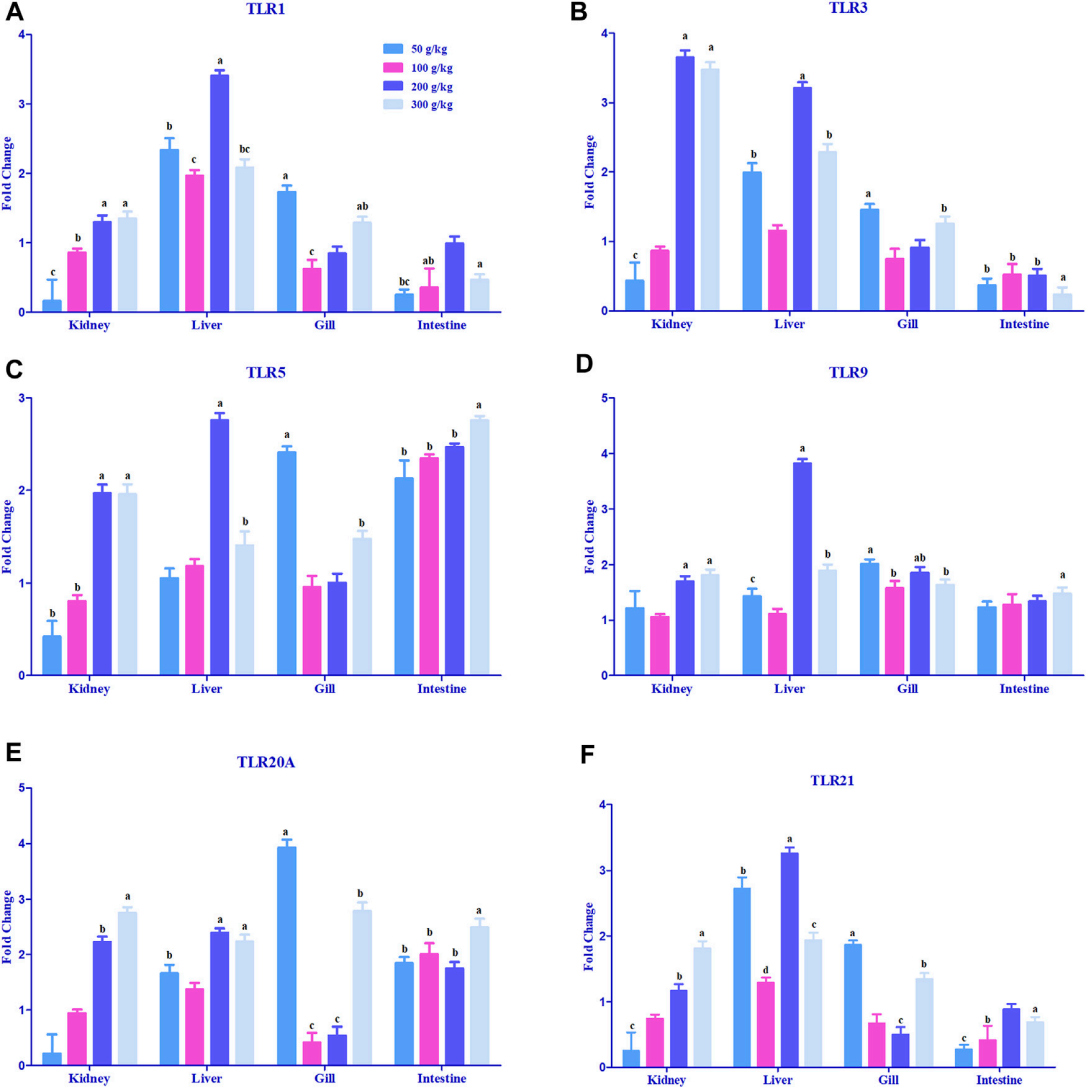
Relative expression of toll-like receptors: TLR1 **(A)**, TLR 3 **(B)**, TLR5 **(C)**, TLR 9 **(D)**, TLR20A **(E)**, and TLR 21 **(F)** in the head kidney, liver, gills, and intestine of channel catfish fed with frass-supplemented diets (50–300 g/kg). Data are presented as mean ± SE, and multiple reference genes were used to normalize with the target gene (n = 4). TLR gene expression among the frass diets (50–300 g/kg) was significantly upregulated when compared to the control (0 g/kg). Different alphabets indicate the significant differences between frass-supplemented diets (*p* < 0.05).

#### 3.2.2 Expression of proinflammatory cytokines in different tissues

The expression of cytokine genes, IL-1β type a and IL-1β type b, was upregulated >2-fold in the head kidney and liver mostly with the high-frass (200 and 300 g/kg) diets with an exception in the liver where the low-frass (50 g/kg) diet also exceeded the 2-fold change difference (Figures 4A, B). IL-17 and IFN-γ had a similar pattern in the head kidney with >2-fold upregulation mostly among the high-frass (200 and 300 g/kg) diets, whereas in the liver, IL-17 was most abundantly expressed with the low-frass diet and IFN-γ was upregulated among the high-frass (200 and 300 g/kg) diets (Figures 4C, D). The gills and intestine had significant upregulation when compared to the control tissues (0 g/kg), but neither tissue demonstrated a threshold of >2-fold upregulation. TNFα was upregulated >2-fold in the head kidney with high-frass (200 and 300 g/kg) diets, while the liver had greatly overexpressed expression in the 200 g/kg diet and also significant expression in the 300 g/kg diet (Figure 4E).

**FIGURE 4:**
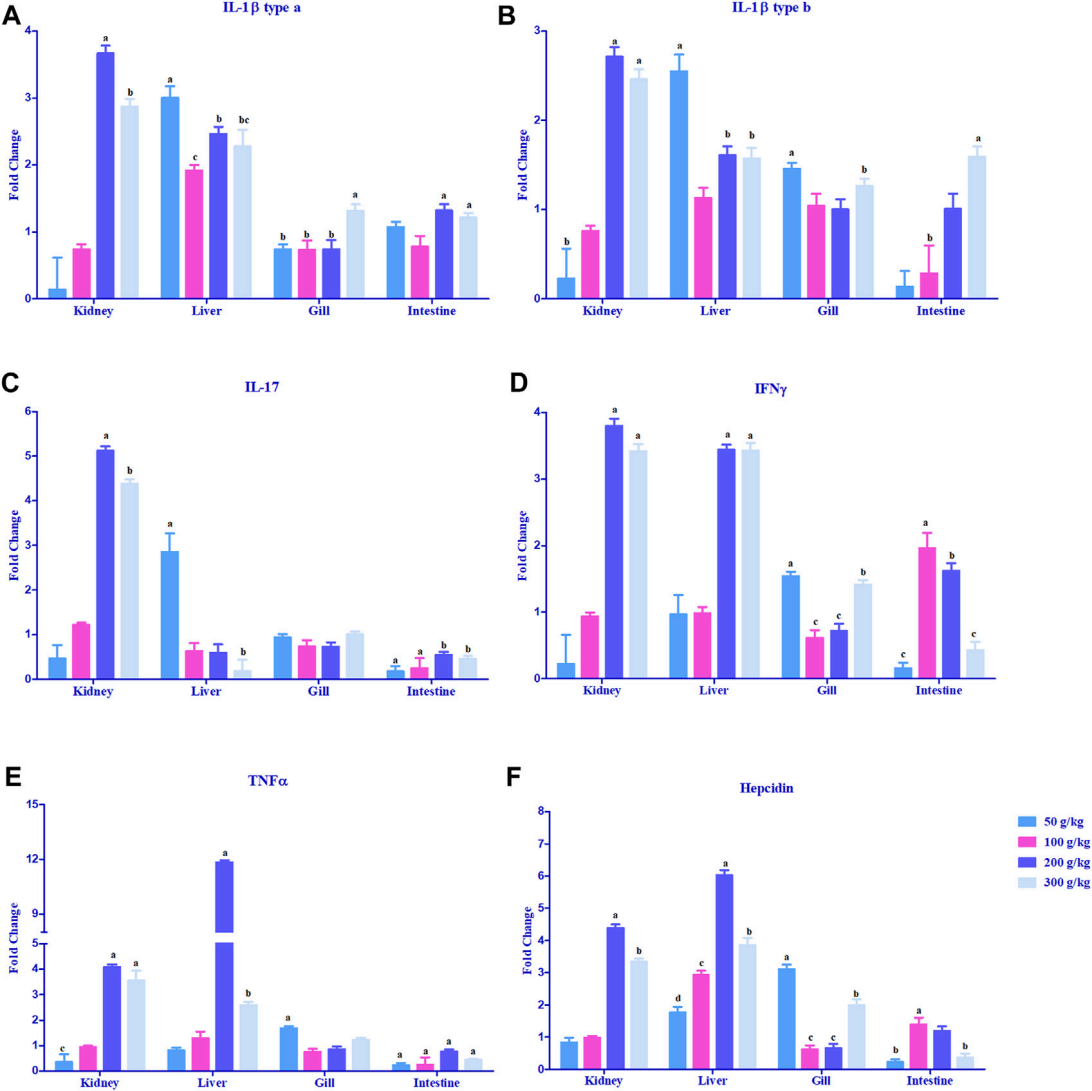
Relative expression of proinflammatory cytokines: IL-1β type a **(A)**, IL-1β type b **(B)**, IL-17 **(C)**, TNFα **(D)**, and IFN-γ **(E)**, and antimicrobial peptide and hepcidin **(F)** in the head kidney, liver, gills, and intestine of channel catfish fed with frass-supplemented diets (50–300 g/kg). Data are presented as mean ± SE, and multiple reference genes were used to normalize with the target gene (n = 4). Gene expression among the frass diets (50–300 g/kg) was significantly upregulated when compared to the control (0 g/kg). Different alphabets indicate the significant differences between frass-supplemented diets (*p* < 0.05).

#### 3.2.3 Expression of hepcidin and complement genes in different tissues

Hepcidin gene expression was upregulated >2-fold in the head kidney with high-frass (200 and 300 g/kg) diets and in the liver among the 100–300 g/kg frass diets (Figure 4F). The gills had >2-fold upregulation with the 50 g/kg frass diet, and the intestine demonstrated no >2-fold upregulation. Complement factor C3 was upregulated >2-fold in the intestine and in the head kidney with >2-fold upregulation with the low-frass diet (Figure 5A). Complement factor D was predominantly upregulated >2-fold in the head kidney with high-frass diets (200–300 g/kg) and in the liver among all frass diets (Figure 5B).

**FIGURE 5:**
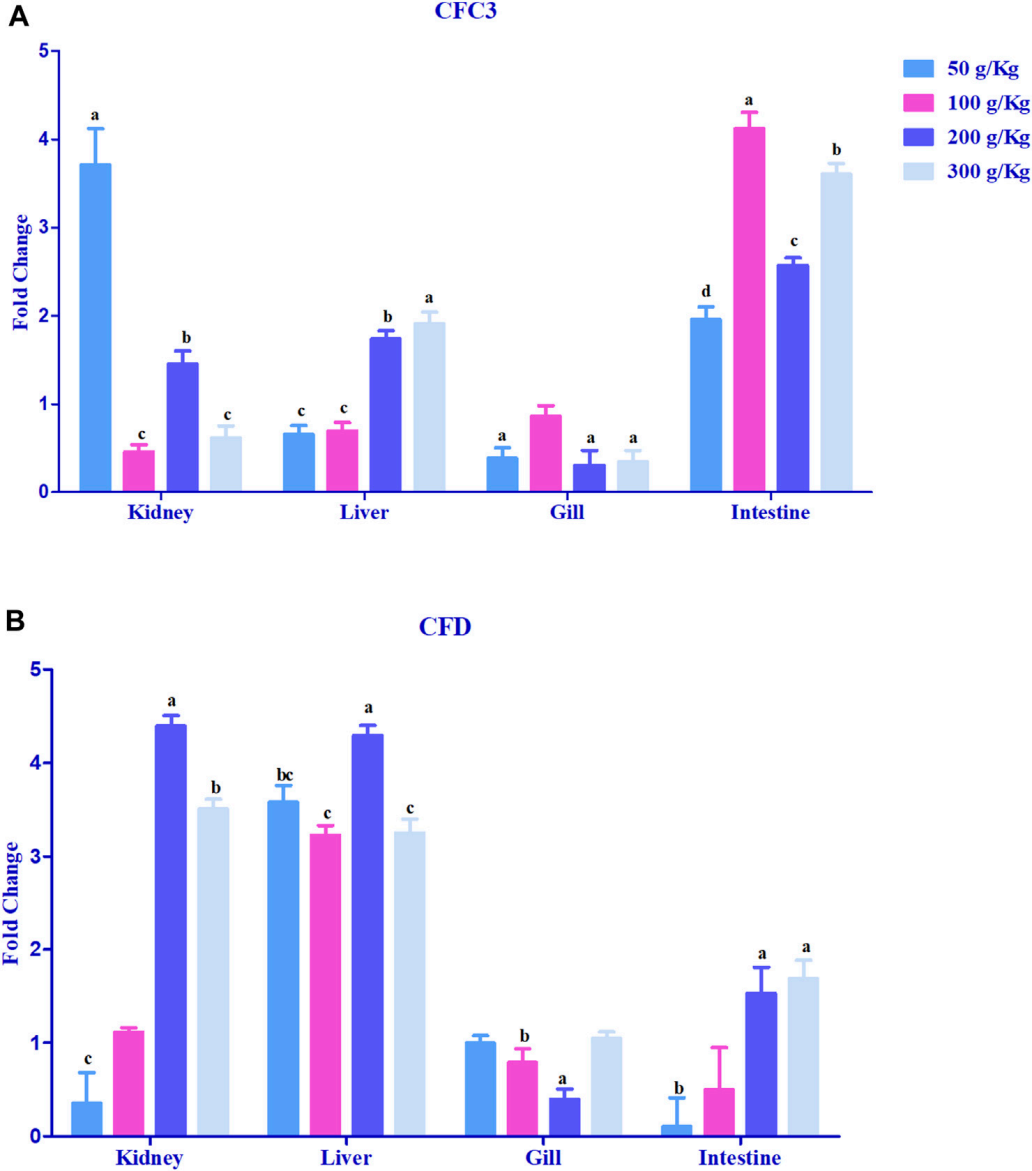
Relative expression of complementary factor C3 **(A)** and complement factor D **(B)** in the head kidney, liver, gills, and intestine of channel catfish fed with frass-supplemented diets (50–300 g/kg). Data are presented as mean ± SE, and multiple reference genes were used to normalize with the target gene (n = 4). Different alphabets indicate the significant differences between frass-supplemented diets (*p* < 0.05).

#### 3.2.4 Expression of adaptive immune genes in different tissues

The adaptive immune-related genes (IgM, MHC class 2, β2M, and CD4) showed significant differential expressions in the gills, head kidney, and liver. The IgM gene was mostly >2-fold upregulated with the high-frass (200–300 g/kg) diets in the head kidney and with the 100–200 g/kg frass diets in the liver. The gills had >2-fold upregulation in the 50 g/kg frass diet, and the intestine demonstrated no >2-fold upregulation (Figure 6A). CD4 expression was upregulated >20-fold almost exclusively in the liver tissue among all frass diets, and >2-fold upregulation was identified in the head kidney with the 300 g/kg diet (Figure 6B). In liver, frass diets of 50, 200, and 300 g/kg were the only ones with >2-fold upregulation of the β2M gene (Figure 6C). Again, the liver was the site for >2-fold upregulation of the MHC class 2 gene among the 50, 200 and 300 g/kg frass diets (Figure 6D).

**FIGURE 6:**
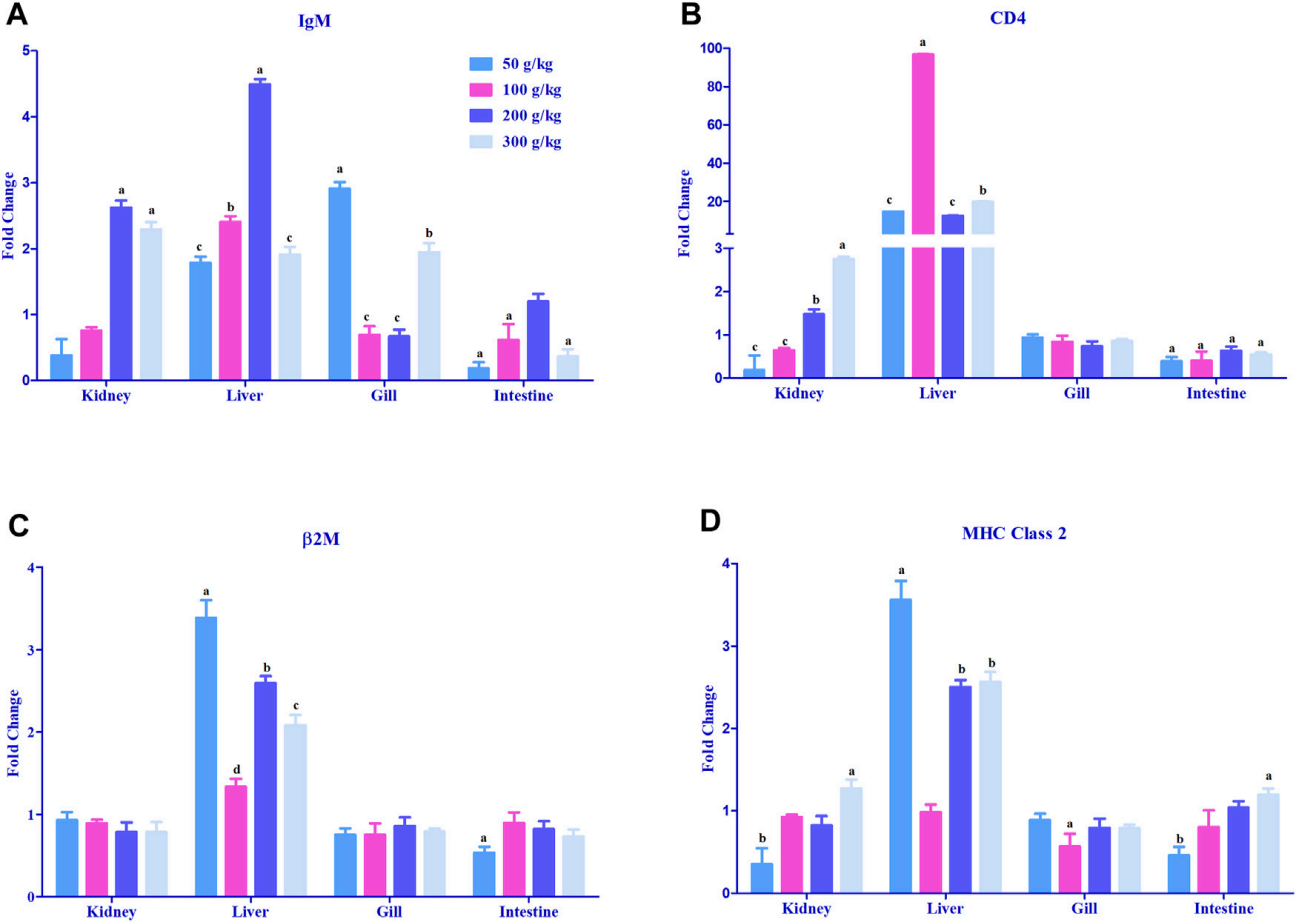
Relative expression of adaptive immunity genes: IgM **(A)**, CD4 **(B)**, β2M **(C)**, and MHC class 2 **(D)** in the head kidney, liver, gills, and intestine of channel catfish fed with frass-supplemented diets (50–300 g/kg). Data are presented as mean ± SE, and multiple reference genes were used to normalize with the target gene (n = 4). Different alphabets indicate the significant differences between frass-supplemented diets (*p* < 0.05).

### 3.3 Validation of RNA-seq with RT-qPCR

RNA-seq and RT-qPCR values were compared for the intestine with the low- and high-frass diets (50 and 300 g/kg). 

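In the low-frass intestine, the sequenced libraries gave complement factor D (cfd) a log2 fold change of 0.14 (standard error 0.28) and complement C3 (LOC108258708) -0.05 (standard error 0.69). Without low-frass replicate 3 cfd was -0.13, and complement C3 was -1.22 without low-frass replicate 2 and 0.28 without low-frass replicate 1. In the high-frass intestine, cfd was 0.80 (standard error 0.28) and complement C3 1.58 (standard error 0.70), and for both transcripts every high-frass library lay above every control library. The adjusted p from edgeR was 0.998 for both with high frass. Complement C3 was a DEG under DESeq2 on the 2 groups with an empirical null (adjusted p = 0.033). Over the alternatives its adjusted p ran from 3.70e-06 to 1.00. The smallest came from DESeq2 on the 3 diets with an empirical null. It was chosen after seeing the data and called 1224 DEGs in this comparison. The RT-qPCR panel matched 21 features of 17 genes by symbol or gene name. In the intestine 12 of the 21 passed the count filter, of which 3 were higher with low frass and 8 with high frass. Another 6 features, of tlr3, ifng1 and cd4-1, had 0 counts in all 12 intestine libraries, and each of these genes has 2 or 3 annotated transcripts. In the liver 10 of the 21 features had no count.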

TLR5, complement factor D, and complement factor C3 all had similar fold change values (Table 3).

**TABLE 3:** Comparison of RNA-seq and RT-qPCR results in the intestine with either 50 or 300 g/kg frass in the diet.

Feature	Description	Fold change	
		50 g/kg	300 g/kg
		RT-qPCR (RNAseq)	RT-qPCR (RNAseq)
**NM_001200229.1**	Toll-like receptor 5	2.1 (4.6)	2.7 (6.1)
**NM_001257116.1**	Complement factor D	0.1 (ND^a^)	1.7 (1.7)
**XM_017457539.3**	Complement C3	1.9 (ND^a^)	3.6 (3.0)

^a^ No data.

## 4 Discussion

Insects are composed of essential amino acids like that in fish meal. BSF (*H. illucens*) larvae are one of the most promising insect species for use in aquaculture feed (Yildirim-Aksoy et al., 2020a; Yildirim-Aksoy et al., 2020b; Yildirim-Aksoy et al., 2022; Mohan et al., 2022). Although substrates for BSFL often vary greatly in their nutritional components, frass generated from larvae fed on distillers’ dried grains contain enough protein to serve as an animal feed source. Previous work in our lab has demonstrated the nutritional benefit of frass-supplemented diets in channel catfish with increased growth performance and an increase in overall feed intake and palatability (Yildirim-Aksoy et al., 2020a). In the current study, we investigated the effect of BSFL frass diets on gene expression among different systemic and mucosal tissues in the channel catfish.

A previous work has shown that proinflammatory genes such as toll-like receptor (TLR) signaling pathway enhance disease resistance in teleost fish (Chunyan et al., 2023). An analysis of rainbow trout transcriptome data revealed no activation of the TLRs after 30 days (Chunyan et al., 2023), whereas a previous study in rainbow trout had shown significant upregulation of the TLR genes in the liver and spleen after the use of probiotics (Dang et al., 2022; Chunyan et al., 2023). Different TLRs on the surface of host cells are honed to react quickly to pathogens, and the different probiotic strains that are species specific likely carry out their “probiotic effect” by modulating host gene expressions, which could lead to a more robust innate immune response (Dawood et al., 2020; Tippayadara et al., 2021).

In the current study, TLR5 was upregulated >2-fold in the intestine in both the 50 and 300 g/kg frass diet RNAseq transcriptome data and in the quantitative PCR analyses of all the frass diets in the intestine. TLR1, TLR3, and TLR21 peaked in the head kidney and liver of channel catfish fed with high-frass diets (200–300 g/kg). To date, there are few studies evaluating the gene expression of innate immune receptors in channel catfish fed with BSFL frass diets. BSFL-supplemented diets consist of chitin and are tightly bound to β-glucan to form chitin–glucan complexes, which are specifically used by probiotic bacteria such as *Lactobacillus* and *Bacillus* for their development in fish intestines (Balcázar et al., 2006; Dawood et al., 2020; Wang et al., 2023). Immunostimulants work by recognizing certain molecular structures that the host cells have discovered. Pathogen-associated molecular patterns (PAMPs) are repetitive structures that are seen in a variety of microorganisms. PAMPs that are present in or on microorganisms during a natural infection, be it on bacteria, viruses, or fungi, are recognized by certain receptors on or in the host cells that are being infected. The receptors, which may be membrane-bound or cytosolic, are collectively referred to as pathogen recognition receptors (PRRs), and they comprise toll-like and RIG-I receptors among others. Following the activation of the innate immune response by these molecules, proinflammatory cytokines may be produced and released (Dawood et al., 2020).

Proinflammatory cytokines and chemokines are essential for cell proliferation, apoptosis, growth, and development where interleukin-10, an anti-inflammatory cytokine, and inflammation mediators NFκB and MYD88 are useful markers of inflammation when evaluating new ingredients in feed formulations (Zarantoniello et al., 2018; Zarantoniello et al., 2020a; Zarantoniello et al., 2020b; Zarantoniello et al., 2022; Ratti et al., 2023). In the current research, channel catfish fed with diets containing BSFL frass had substantially elevated levels of IL-1β type a, IL-1β type b, IL-17, TNFα, and IFN-γ, generally in the head kidney, when fed with higher frass diets and among all frass diets in the liver. The cytokines were much less expressed in the intestine and gills of channel catfish fed with the frass diets, which is comparable with studies with BSFL meal in trout and swamp eel (Fawole et al., 2021; Kumar et al., 2021; Fischer et al., 2022). Among teleost fish, gene expression responses have been shown to be variable, yet appear to be species- and stage-specific as well as connected to the dietary inclusion amounts of BSFL meal. For instance, among the several developmental stages in zebrafish, different immune response markers can be expressed in the gut, for example, in adult zebrafish, these markers (*il1b*, *il6*, and *tnfa*) were not significantly expressed in 25% and 50% full-fat BSF prepupae meal (Zarantoniello et al., 2019). Dietary inclusion of 50, 60, or 100% BSFL meal did not adversely impact Atlantic salmon pre-smolt that had no significant gene expression (*il4*, *tgf1*, *il10*, *ifn*, *il8*, and *myd88*) when compared to the control (Li et al., 2019) and seawater phase (*il1b*, *il17a*, *myd88*, *il8*, *il4*, *mhcl*, *il10*, *ifn*, *tgf*, *cd8*, and *foxp3*) with no significant expression of cytokines (Li et al., 2020). Immune gene expression was activated in the intestines of both larval and juvenile zebrafish (*IL1b*, *IL10*, *IL6*, and *tnfa*) (Zarantoniello et al., 2018; Zarantoniello et al., 2019; Zarantoniello et al., 2020a; Zarantoniello et al., 2020b; Zarantoniello et al., 2021; Zarantoniello et al., 2022), juvenile rainbow trout (*IL10*, *tnf*, and *tlr5*) (Cardinaletti et al., 2019), both the proximal and distal intestines of Atlantic salmon (*cd3* and *foxp3*) (Li et al., 2019), and in the distal intestine of rainbow trout (*il1b* and *tlr1*) (Mohan et al., 2022; Ratti et al., 2023), which supports our research findings in the channel catfish. As an alternative to fish meals, BSFL-supplemented meals had no detrimental effects on growth and dramatically increased the cytokine expression in the gut of seabass (Hender et al., 2021). In fish, TNFs regulate apoptosis, lipid metabolism, inflammation, and organ regeneration, among other well-documented physiologically significant roles (Yaoguo et al., 2021). The 25% inclusion of BSFL meal diets showed a 9.2-fold increase in IFN-γ relative to control in the Atlantic salmon (Weththasinghe et al., 2021). By producing a variety of iNOS, superoxide anions, and oxygen and nitrogen radicals, TNFα and IFN-γ were upregulated, which in turn activated macrophages (Muñoz-Carrillo et al., 2018). In this study, TNFα and IFN-γ were greatly induced in channel catfish head kidney and liver when fed with increasing amounts of BSFL frass.

In the present study, adaptive immune genes especially IgM have resulted in decreased expression in the intestine, while the head kidney, liver, and gills show varied upregulation among frass diets. The results of another study using BSFL diets identified decreased IgM expression in the distal intestine of salmon as well (Weththasinghe et al., 2021). β2M and MHC class 2 were also significantly upregulated in all BSFL frass diets in liver tissues. The increased β2M expression in BSFL frass diets lead to the activation of cytotoxic lymphocytes as a preventive defense mechanism against pathogens. β2M and CD4 are an essential part of the adaptive immune response from MHC class I molecules, which are responsible for their structure, correct folding, and cell surface expression (Pikulkaew et al., 2020).

Metabolically, channel catfish fed with frass diets developed better than the control (Yildirim-Aksoy et al., 2020a). This could be associated with upregulated genes in the intestine such as glucose-6-phosphatase, which corresponds to the regulation of cell proliferation, and myostatin in the intestine, which regulates skeletal muscle growth. Previous work have demonstrated that increased myostatin leads to muscle growth in catfish (Gregory et al., 2004; Weber et al., 2005; Khalil et al., 2017; Coogan et al., 2022).

Based on these results, meal composition may have an impact on the activity of digestive enzymes in the intestine, which could also be related to mucosal immunity in channel catfish. The upregulated genes associated with cell proliferation and downregulation of several chemokines in the intestine could be involved in nutrient absorption. Previous studies analyzing the transcriptome of probiotic-fed fish have shown a shift in the functional effect of signaling pathways, immune-related pathways, protein digestion and absorption, and starch and sucrose metabolism (Tacchi et al., 2011; Tacchi et al., 2012; Gonçalves et al., 2017; Dawood et al., 2020; Chunyan et al., 2023). Additionally, we observed the upregulation of metabolic pathways that include glucose-6-phosphatase in the intestine of frass-fed fish, which is on par with the studies related to probiotic-incorporated feed (Chunyan et al., 2023; Wang et al., 2023).

## 5 Conclusion

Transcriptome analyses of channel catfish fed with diets formulated with the inclusion of frass from BSFL showed that a series of metabolic and immune-related genes were differentially regulated after being fed either a low- or high-frass diet for 10 weeks. Further analysis of both systemic and mucosal tissues using quantitative PCR revealed an upregulation of multiple innate and adaptive immune genes with various levels of frass supplementation. Overall, these data suggest that the activation of multiple immune-related genes after being fed BSFL frass may improve pathogen resistance in channel catfish, of which further study is warranted.

## Data Availability

The RNA sequencing datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO) repository and can be accessed under the accession number GSE231874. All other data that support the findings of this study have been included in the manuscript and Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

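Gene expression was measured by RNA sequencing in the intestine and liver of channel catfish fed 0, 50 or 300 g of frass per kg of feed for 10 weeks, with 4 pooled replicates per diet and tissue. The deposited tables hold raw counts for 24 libraries, which the authors made by trimming the reads with Trimmomatic, aligning them with STAR to the Coco_2.0 genome and counting exon features by parent with HTSeq, without regard to strand and in union mode. The authors did not normalize or filter the deposited counts. All values were whole numbers, and no library was a copy of another. Of the 63022 features, 60762 could be joined to a gene of the reference annotation. The raw reads, the alignments and the RT-qPCR measurements were not analysed here.

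The library totals had a median of 15851726.5 counts in the intestine and 13871604.5 in the liver. Sampling alone gives a feature with 10 counts a relative error of 31.6%, and counts of up to 3 in every library of a group were treated as a floor against which only a bound on the fold change is given. Both tissues carry the same pool codes. Replicate numbers do not pair the samples across diets: the Pearson r between libraries of the same number, after removal of each diet's mean, ran from -0.709 to 0.517 in the intestine and from -0.24 to 0.331 in the liver. High-frass liver replicate 3 and low-frass liver replicate 3 were left out of the liver comparisons, as in the study, and put back as an alternative.

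The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each tissue had 1 quasi-likelihood fit with the 3 diets as groups, TMM normalization and the default filter on low counts (a minimum of 10). Low frass and high frass were compared with the control and with each other, and p-values were adjusted by the Benjamini-Hochberg method over the features tested. A DEG had an adjusted p under 0.05 and a fold change above 2. Standard errors are the log2 fold change divided by the root of the quasi-likelihood F statistic. The interaction of diet and tissue was tested in a fit over both tissues. Per-library values are TMM-scaled CPM, with 0.5 added before taking log2. Groups of libraries were also compared by exact permutation tests on log2 CPM, two-sided. The test was tried on simulated counts with the dispersions of each tissue, with no changed feature and with 200 features changed 4-fold. The change was in the low-frass libraries only, and the simulated features vary independently of each other.

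Single genes are named by a rule set before the data were examined: every feature with a fold change in the results section or Table 3, every feature in the study's list of commonly expressed genes, the genes of the RT-qPCR panel, and up to 3 DEGs per direction and comparison without overlap between libraries, of which there were none. Named features outside the filter were added back to it for their own values. The 4 gene lists, interferon-stimulated, immediate early, hepatocyte and pancreas acinar, were written before the data were examined and matched by symbol. Lists for the proximal gut, distal gut, erythrocytes and muscle were written after the intestine libraries were seen to split into clusters. The list tests used fry, two-sided, adjusted over the 14 pairs of list and comparison, and with DESeq2 statistics camera with its preset correlation. No feature is in more than 1 of these lists. The clusters come from hierarchical clustering of log2 CPM.

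The alternatives chosen before the data were examined were DESeq2 with the 3 diets in 1 fit, DESeq2 on the 2 groups with its statistics rescaled to an empirical null, DESeq2 size factors in edgeR, no filter, at least 10 counts in every library, only the 2 groups compared, the replicate number or the pool letter as a block, robust dispersion estimates, features of a gene added up, an adjusted p without a limit on the fold change, all 12 liver libraries, each replicate left out in turn, camera in place of fry, and lists without the study's DEGs. Alternatives chosen after seeing the data were the cluster of intestine libraries as a block, DESeq2 on the 2 groups without rescaling, and DESeq2 with the 3 diets in 1 fit and an empirical null.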

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

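The tests of explanations and of libraries far from the others were chosen after the values were seen. For LOC124627534 and junbb, the comparisons of diets and the alternatives other than the cluster block were set before the data were examined. The interaction of diet and tissue belongs to the main analysis described above.

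Low-frass liver replicate 3, which the study left out, had 15707 features with a count, far above the 10842 to 11357 of the other low-frass liver libraries. It also had 2457 CPM of the bile acid transporter slc10a2, a transcript at most at 0.729 CPM in the liver libraries that the study kept. Degraded liver RNA is argued against by 7 distal gut features that were over 10 times their mean CPM in the other livers, with a mean under 1 CPM taken as 1, since degradation adds no transcripts. RNA of the intestine in this library is consistent with its median Pearson r of 0.929 with the intestine libraries. Abundant liver transcripts stood at a median of 0.344% of their liver level there, and the pancreatic transcripts ela2l and prss1, at 20407 CPM or more and 15457 CPM or more in the kept livers, had 117 and 82.8 CPM. Whether the tissue or the label was exchanged cannot be read from the counts. No biological explanation was tested.

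Among 69 groups of 4 libraries tested for a library far from the others, 4 had such a library, where chance gives 3.45. The first is the low-frass liver library above. Control intestine replicate 2 had a log2 CPM of 3.97 for cldc1, above the 3.52 to 3.60 of the other controls. High-frass intestine replicate 4 had 4.40 for complement C3 (LOC108258708), below the 5.26 to 5.40 of the other high-frass libraries. It was the high-frass library of the first cluster, and the cluster as a block moved the log2 fold change of complement C3 from 1.58 to 1.53. Control liver replicate 1 had 1.68 for LOC108256873, below the 4.31 to 4.63 of the other controls. With each library left out in turn, the log2 fold change of LOC108256873 stayed between -2.84 and -2.23 in the high-frass liver and between -2.31 and -1.61 in the low-frass liver. No explanation of these 3 values was tested.

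LOC124627534 moved in opposite directions with the 2 diets: every low-frass liver library lay below the control mean and every high-frass library above it. The high-frass libraries were 3.36 higher than the low-frass libraries on the log2 scale (adjusted p = 1.00 from edgeR). This difference passed the threshold in DESeq2 with the 3 diets in 1 fit (adjusted p = 0.00136) and with the replicate block (adjusted p = 0.0185). Without a filter the comparisons of either diet with the control passed it, at an adjusted p of 0.000515 for low and 2.59e-07 for high frass. Over the alternatives these ran from 2.12e-08 and 1.98e-10 to 1.00. The smallest values came from DESeq2 on the 3 diets with an empirical null, chosen after seeing the data. Splits of the liver libraries without a filter gave medians of 100 DEGs for low and 108 for high frass. With all 12 liver libraries the log2 fold change was -0.18 for low frass and 1.51 for high frass. The low-frass value was -2.72 without low-frass replicate 4 and the high-frass value 0.997 without high-frass replicate 4, against -1.60 and 1.75 with them. junbb was higher in every high-frass intestine library than the control mean and lower in every high-frass liver library. Its interaction of diet and tissue was 2.96 on the log2 scale (adjusted p = 1.00 from edgeR). With the cluster as a block, junbb in the high-frass intestine was 1.23 against 1.28 without it. In the high-frass liver, at -1.67, it was -2.55 without high-frass replicate 2. An effect of dose or tissue, which the design names, stays open for both genes and was not tested further.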

How the results depend on the processing

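The alternatives with the cluster block, with DESeq2 on the 2 groups without an empirical null and with DESeq2 on the 3 diets with an empirical null were chosen after seeing the data. Except where a sentence says otherwise, the cause of a change was not tested.

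The DEG counts were 0 in all 6 comparisons and stayed at 0 with DESeq2 size factors, at least 10 counts in every library, only the 2 groups compared, the pool letter block, robust dispersions, features of a gene added up, an adjusted p alone, all 12 liver libraries, the cluster block and each replicate left out in turn. The replicate block gave 1 DEG (LOC124627534, chosen for mention after its value was seen) for high against low frass in the liver and 0 in the other 5 comparisons; the numbers do not pair the samples, so this block has no basis in the design. DESeq2 with the 3 diets in 1 fit gave 1, 2 and 13 DEGs in the intestine (low frass, high frass, high against low) and 0, 3 and 1 in the liver. DESeq2 on the 2 groups with an empirical null gave 21, 8 and 900 in the intestine and 10, 0 and 13 in the liver. In simulated counts with no changed feature this setting called 553 to 594 features in the intestine and 87 to 189 in the liver. That simulation covered the low-frass comparison only. For low and high frass, splits of the real libraries gave medians of 290 and 166 in the intestine and 1 and 5 in the liver. Without the empirical null, the 2-group fits gave 3, 8 and 21 and then 0, 5 and 11. The fit of the 3 diets with an empirical null gave 1589, 1224 and 1759 and then 824, 1089 and 1532. Without a filter there were 0 DEGs in the intestine and 60, 133 and 71 in the liver, where most had passed the filter (54, 117 and 63). In simulated liver counts without any change the unfiltered test called 12 to 29 features and the filtered test 0 to 1. DEGs shared between low- and high-frass liver numbered 31 without a filter and 283 under DESeq2 on the 3 diets with an empirical null. The latter also gave 357 between low- and high-frass intestine, 85 between low-frass intestine and low-frass liver, 96 between low-frass intestine and high-frass liver, 67 between high-frass intestine and low-frass liver and 86 between high-frass intestine and high-frass liver. Each of the other alternatives gave 0 for each pair.

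Leaving out 1 library moved the number of features with an unadjusted p under 0.05 by over 1.5 times in most comparisons: in the low-frass intestine from 108 to 636 without low-frass replicate 3, 306 without low-frass replicate 2 and 251 without control replicate 2, and in the high-frass intestine from 295 to 992 without high-frass replicate 4, 560 without control replicate 1, 192 without control replicate 3 and 177 without high-frass replicate 3. For high against low frass in the intestine it moved from 891 to 2230 without high-frass replicate 4, 1735 without low-frass replicate 3, 549 without high-frass replicate 1, 519 without low-frass replicate 1 and 434 without high-frass replicate 3. In the low-frass liver it rose from 194 to 313 without control replicate 3, and for high against low frass in the liver from 169 to 257 without low-frass replicate 4 and 256 without high-frass replicate 2. Removing low-frass intestine replicate 3 or high-frass intestine replicate 4 leaves the low- or high-frass group in 1 cluster.

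The interaction of diet and tissue had 0 features for both diets, also with the cluster block. DESeq2 with the 3 diets in 1 fit gave 1 and 2, DESeq2 on the 2 groups with an empirical null 8182 and 8368, and DESeq2 on the 2 groups 0 and 1. Leaving out control liver replicate 3 gave 1 (prr15lb), and the other fits that left out a library gave 0.

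Under fry, 0 of the 14 pairs of list and comparison had an adjusted p under 0.05, at each alternative that used fry. The camera test, with its preset correlation, called the interferon list in the low-frass intestine (median -0.50), the high-frass intestine (-0.25), the low-frass liver (-0.68) and the high-frass liver (-1.0), the hepatocyte list in the low- and high-frass intestine (1.37 and 1.4), the immediate early list in the high-frass intestine (0.78) and the acinar list in the low-frass liver (-0.55); none of these calls held under fry. The same pairs were called by camera on DESeq2 statistics with the 3 diets in 1 fit, with medians of -0.48, -0.18, -0.81 and -1.0 for interferon, 1.17 and 1.34 for hepatocyte, 0.79 for immediate early and -0.50 for acinar, and on the 2 groups with an empirical null (-0.48, -0.19, -0.81, -0.99, 1.18, 1.38, 0.79 and -0.50).

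The medians of these lists changed sign under an alternative. The immediate early list in the low-frass intestine, -0.02, was 0.077 with the cluster block and ran from -0.17 without low-frass replicate 4 to 0.12 without control replicate 1. In the low-frass liver, at -0.12, it ran from -0.28 without low-frass replicate 4 to 0.0041 without low-frass replicate 1. The acinar list in the low-frass intestine, -0.08, was 0.62 with the replicate block and 0.13 with the pool letter block, and ran from -1.35 without low-frass replicate 1 to 6.10 without control replicate 2. In the high-frass intestine, at 1.41, it ran from -6.12 without high-frass replicate 4 to 7.58 without control replicate 2, the libraries with the most acinar transcripts in their diets, at 2.08% and 0.895% of the counts. In the high-frass liver, at -0.05, it was 0.29 with all 12 libraries and ran from -0.42 without high-frass replicate 1 to 0.15 without high-frass replicate 2. With all 12 libraries the interferon list in the high-frass liver was 0.22.

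Of the 37 named gene results, 5 reversed. With each library left out in turn, cfd in the low-frass intestine ran from -0.13 without low-frass replicate 3 to 0.31, and complement C3 (LOC108258708) from -1.22 without low-frass replicate 2 to 0.28 without low-frass replicate 1, from values near 0. With all 12 liver libraries, LOC108256873 in the low-frass liver was 0.64, and rsad2 and aste1a in the high-frass liver were 2.14 and 0.14. The other changes were results past the threshold: 13 under DESeq2 on the 2 groups with an empirical null, 14 without a filter, 4 under DESeq2 on the 2 groups and 33 under DESeq2 on the 3 diets with an empirical null. A filter of 10 counts in every library gave no value for results whose features fall below it.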

Differences from the paper's values

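The paper counts 29 DEGs in the low-frass intestine (10 upregulated and 19 downregulated), and 0 were found here (0 and 0). DESeq2 on the 2 groups with an empirical null came within 1.5 times of these 3 counts, with 21 DEGs, 7 up and 14 down, and none of the other alternatives set before the data were examined did. All 21 are in the study's list. For the high-frass intestine the paper counts 31 (24 up and 7 down) against 0 here, and none of the alternatives set before the data were examined came within 1.5 times of these counts. For the low-frass liver it counts 17 (2 up and 15 down) against 0 here. The same alternative gave 2 upregulated DEGs, and no alternative set before the data were examined came within 1.5 times of the 17 or the 15. For the high-frass liver it counts 71 (17 up and 54 down) against 0 here, and no alternative set before the data were examined came within 1.5 times of any of these counts.

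The 0 DEGs found here stood beside 108, 295, 194 and 374 features with an unadjusted p under 0.05 in the low- and high-frass intestine and the low- and high-frass liver. Several settings called features that the paper calls. DESeq2 with the 3 diets in 1 fit called 1 feature of the study's list for the low-frass intestine, 2 for the high-frass intestine, 0 for the low-frass liver and 2 for the high-frass liver. With the 2 groups and an empirical null, 21, 7, 10 and 0 were called. Without a filter, 15 were called in the low-frass liver and 46 in the high-frass liver. Among alternatives chosen after seeing the values, DESeq2 on the 2 groups called 3, 7, 0 and 5 and DESeq2 on the 3 diets with an empirical null called 29, 31, 17 and 70, the latter among 1589, 1224, 824 and 1089 DEGs.

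The lists in the paper's supplement share 5 DEGs between low- and high-frass liver, 1 between low- and high-frass intestine, 3 between high-frass intestine and high-frass liver, 2 between low-frass intestine and high-frass liver, and 1 between high-frass intestine and low-frass liver. Each of these numbers was 0 here. None of the alternatives set before the data were examined closed these gaps; without a filter the low- and high-frass liver shared 31.

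The paper's text gives the MHC class I transcript LOC124628881 a fold change of -35.9 in the low-frass intestine. Here it was 1.88, and no alternative set before the data were examined closed the gap. The paper's supplement lists this transcript for the high-frass intestine, where the fold change was -32.6 here and -35.9 with DESeq2 on the 2 groups. Both are fitted values against libraries of at most 2 counts, for which the bound is at least 9.67-fold lower. The high-frass and control libraries overlapped.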

Other observations

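The tests in this part were chosen after the result was seen, except the test on ribosomal protein genes and those named next. The fry tests of the interferon, immediate early, hepatocyte and acinar lists were set before the data were examined. So were the comparison of high with low frass and the alternatives other than the cluster block.

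The intestine libraries fell into 2 clusters, and the first principal component parted them, with 97.1% of its variance between the clusters. Diet as the cause is argued against by libraries of all 3 diets in both clusters and by 16.1% of the variance of that component between diets. The proximal gut list was higher in the first cluster in 10 of 10 features, with a median log2 difference of 5.21, at percentile 100 of 10000 random lists of its size. The distal gut list was lower in 13 of 14 features (median -1.20, percentile 0.02). None of the features of these lists is in the study's DEG lists. Different stretches of the intestine in the libraries are a candidate explanation that goes with these medians. Control replicate 3 of the first cluster does not follow the distal contrast. Distal gut transcripts held 0.769% of its counts, within the 0.605% to 0.832% of the second cluster. The other libraries of the first cluster had 0.0382% to 0.305%. In control replicate 3 proximal gut transcripts held 2.05%, above the 0.107% to 0.357% of the second cluster. Pancreas tissue carried into the first cluster goes with an acinar list median of 5.18 but is argued against as the whole cause by 210 features over 4-fold higher in the second cluster without overlap, beside 234 higher in the first, where a random split of 6 against 6 gives a share of 0.216% without overlap; the clusters themselves were formed on these values. Acinar transcripts held between 0.0023% and 2.08% of the counts of an intestine library, and control replicate 3 of the first cluster, at 0.00319%, lay within the 0.0023% to 0.005% of the second cluster. The muscle list had a median of 0.39 over 4 features, and the erythrocyte list had 1 feature tested and was not used. The dissection of the intestine is not described in the labels.

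The immediate early list was higher in the high-frass intestine (median 0.78, 24 of 26 features, adjusted p = 0.206 from limma's fry). All 26 features were lower in the first cluster, which held 1 high-frass library, and 7 features of the list are in the study's DEG lists. With the cluster as a block the median was 0.62, with 23 of 26 features higher, and without the study's DEGs it was 0.59. The cluster as a candidate cause cannot be told apart from diet, because neither value passes the adjustment. Without high-frass replicate 3 the median was 0.49. In the intestine the interferon list had a median of -0.50 with low frass (12 of 13 features lower, adjusted p = 0.206 from limma's fry) and -0.25 with high frass (11 of 13 lower, adjusted p = 0.312; -0.42 without high-frass replicate 1).

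The hepatocyte list holds no gene of the study's intestine lists and 2 features of its liver lists, and 40 of its features were tested in the liver. It was higher in 24 of 24 features in the low-frass intestine (median 1.37, adjusted p = 0.386 from fry) and in 20 of 24 in the high-frass intestine (median 1.4, adjusted p = 0.386). Without low-frass replicate 2 the low-frass median was 0.74, and without control replicate 2 it was 2.35. From 9 abundant liver transcripts, the share of liver RNA in an intestine library was estimated at 0.00165% to 0.13%, highest in high-frass replicate 2. A trace of liver RNA could account for the reads of itih3a.2 and ahsg2, which were 0.876 times the reads it predicts. For LOC108267382 and thrsp it cannot be told apart from expression in the intestine, as the reads were 1.64 times the prediction and the error of the prediction for a single gene was not measured. Among the other 9 upregulated intestine DEGs of the study with over 500 CPM in the liver, it is argued against as the whole cause for complement C3 (LOC108258708), LOC124627631, c4b, cldc1 and f7i. Their reads were at least 7.39 times the prediction, both in the high-frass library with less than 0.01% liver RNA and in the others. For g6pc1a.1, hgd, complement factor H (LOC108267476) and apolipoprotein A1 it cannot be told apart from expression in the intestine. Their reads were 3.01 times the prediction in all, from 1.11 to 2.63 times in the libraries with more liver RNA and from 10.5 to 35.5 times in the 1 or 2 libraries with less than 0.01%. Expression in the intestine that rises with frass stays open for these 9 and was not tested apart from the comparisons above.

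Genes with several annotated transcripts had almost no counts: 45.3% of protein-coding genes with 2 or more transcripts had none in the intestine, against 7.02% of genes with 1 transcript. The loss of reads shared by transcripts during counting is consistent with this. Lower expression of such genes is argued against by ribosomal protein genes, which had a median of 7 reads where 2 or more transcripts are annotated and 319525 where 1 is; the highest of the former had 330 reads. Of the study's 148 DEGs, 16 are transcripts of genes with more than 1. No explanation other than these was tested.

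All splits of the same libraries into groups of the same sizes were counted, the split by diet included. They were not balanced over the 2 intestine clusters, so the intestine shares mix cluster with chance. For the low-frass intestine, splits with 4 first-cluster libraries on 1 side gave 1522 to 2492 features with an unadjusted p under 0.05. For the high-frass intestine, splits with every first-cluster library on 1 side gave 1227 to 2205. As many features with an unadjusted p under 0.05 were found in 35 of 35 splits for the low-frass intestine, 13 of 35 for the high-frass intestine, 7 of 35 for high against low frass in the intestine, 32 of 35 for the low-frass liver, 15 of 35 for the high-frass liver and 9 of 10 for high against low frass in the liver, where 10 splits cannot give a share under 0.05. As many DEGs under DESeq2 on the 2 groups with an empirical null were found in 30, 35 and 10 of 35 splits in the intestine and in 11 of 35, 35 of 35 and 3 of 10 in the liver, in the same order. The high-frass liver had 0 such DEGs, so its 35 of 35 holds for any data and says nothing about the diet. Without a filter, as many liver DEGs were found in 33 of 35, 14 of 35 and 6 of 10 splits. For high against low frass in the intestine, the split that follows the 2 clusters gave 1770 DEGs, and with the cluster as a block the diets gave 0, with 809 features at an unadjusted p under 0.05.

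A list median as far from 0 was found in 4 of 35 splits for interferon, 35 for immediate early, 7 for hepatocyte and 32 for acinar in the low-frass intestine, and in 14, 4, 8 and 23 of 35 in the high-frass intestine. In the liver the numbers for interferon, immediate early and acinar were 10, 14 and 2 of 35 with low frass and 5, 7 and 33 of 35 with high frass. The acinar list was lower in 5 of 5 features in the low-frass liver (median -0.55, adjusted p = 0.369 from fry), and the liver medians of the immediate early list were -0.12 and -0.19, the former 0.0041 without low-frass replicate 1 and the latter from -0.37 without high-frass replicate 2 to -0.07 without control replicate 3. For the interaction of diet and tissue, 94 of 100 permutations of the diets, the real one included, gave as many features with an unadjusted p under 0.05 for low frass and 65 of 100 for high frass.

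High against low frass, which the paper does not compare, had 0 DEGs in both tissues, with 891 features in the intestine and 169 in the liver at an unadjusted p under 0.05.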
